# Palmitoylethanolamide (PEA) regulates cell cycle progression and promotes an anti‐inflammatory transcriptomic signature in C2C12 skeletal muscle cells

**DOI:** 10.14814/phy2.70780

**Published:** 2026-02-15

**Authors:** Paige L. Cole, Scott H. Gillham, Mark R. Viggars, Graeme L. Close, Daniel J. Owens

**Keywords:** immunomodulation, myogenesis, N‐acylethanolamines

## Abstract

Palmitoylethanolamide (PEA) is an endogenous lipid mediator with immunomodulatory actions, yet its effects in skeletal muscle remain poorly defined. We examined whether PEA influences myogenesis and profiled the acute transcriptomic response of differentiated C2C12 myotubes to 10 μM PEA. PEA decreased myotube number (90.3 ± 10.6 vs. 112.6 ± 10.1 control) while increasing nuclear fusion index (37.8 ± 5.7% vs. 30.7 ± 3.2%); myotube area was unchanged. In myoblasts, 24 h PEA increased G_0_/G_1_ (48.2 ± 1.2% vs. 42.3 ± 1.9%) and reduced S‐phase (21.7 ± 1.2% vs. 25.5 ± 1.2%), consistent with G_1_ arrest. RNA sequencing identified 1952 differentially expressed genes enriched for cytokine–receptor interactions and inflammatory signaling. PEA downregulated NF‐κB target cytokines while upregulating interferon‐related and chemokine genes, indicating an anti‐inflammatory/immune‐priming profile. N‐acylethanolamine acid amidase was highly expressed and induced, whereas fatty acid amide hydrolase remained low and unchanged, suggesting muscle‐specific reliance on NAAA metabolism. These data show that PEA biases skeletal muscle toward a less proliferative but more fused and inflammation‐resolving phenotype, with transcriptional reprogramming of immune pathways and preferential NAAA engagement. These findings motivate in vivo studies to test whether such actions benefit muscle regeneration, adaptation, or anti‐atrophy interventions.

## 1 INTRODUCTION

Palmitoylethanolamide (PEA) is an endogenous fatty acid amide with well‐documented anti‐inflammatory, analgesic, and neuroprotective properties (Petrosino & Di Marzo, 2017; Skaper et al., 2015). Endogenous PEA is biosynthesized from the membrane phospholipid N‐palmitoyl‐phosphatidylethanolamine (NAPE), most prominently via hydrolysis by N‐acyl phosphatidylethanolamine‐specific phospholipase D (NAPE‐PLD) in neuronal, glial, and immune cells (Iannotti et al., 2016). Following synthesis, PEA is degraded by fatty acid amide hydrolase (FAAH) or N‐acylethanolamine‐hydrolysing acid amidase (NAAA). PEA acts through multiple signaling pathways, including direct activation of GPR55 and PPAR‐α, and indirect modulation of TRPV1 channels and CB2 receptors via PPAR‐α‐dependent mechanisms (Di Cesare Mannelli et al., 2013). PEA may also enhance endocannabinoid signaling by elevating anandamide (AEA) and 2‐arachidonoylglycerol (2‐AG), contributing to the so‐called “entourage effect” (De Petrocellis et al., 2001). While these mechanisms are well described in neural and immune cells, their presence and relevance in other tissues remain unclear.

Through activation of these signaling networks, PEA has been shown to modulate inflammatory and nociceptive pathways, making it a promising candidate for conditions characterized by pain, inflammation, and neurodegeneration. Given the close interplay between inflammation and skeletal muscle function, PEA has attracted attention for its potential role in muscle health, particularly in the context of pain, inflammation, degeneration, and exercise‐induced muscle damage (EIMD). Preclinical models demonstrate that PEA supplementation accelerates muscle repair by reducing pro‐inflammatory cytokine expression and promoting tissue regeneration (Lo Verme et al., 2005). PEA's interaction with PPAR‐α has been identified as a central mechanism driving these anti‐inflammatory and pro‐resolving effects (D'Agostino et al., 2012). Micronized PEA formulations have further been shown to reduce nitrosative stress in peripheral tissues, such as carrageenan‐induced paw oedema, by decreasing nitrotyrosine formation and myeloperoxidase activity (Impellizzeri et al., 2014). To our knowledge, similar antioxidant effects of PEA have not yet been investigated in skeletal muscle tissue, where oxidative stress also plays a key role in damage, recovery and adaptation. Clinical investigations provide further support for PEA's role in pain management and muscle health. A meta‐analysis by Paladini et al. (2016) highlighted significant pain relief in patients with chronic pain conditions, including musculoskeletal disorders, with PEA supplementation improving quality of life and functional outcomes, while an exploratory study in elderly individuals with sarcopenia suggested improvements in muscle strength and performance following PEA supplementation (Gatti et al., 2012).

Beyond its anti‐inflammatory and analgesic actions, PEA may also influence energy metabolism. Through PPAR‐α activation, PEA regulates fatty acid oxidation and mitochondrial function in metabolically active tissues (Lo Verme et al., 2005). In non‐muscle models, PEA has been associated with improved mitochondrial respiration and reduced oxidative damage. For example, in diet‐induced obese mice, oral PEA enhanced hepatic mitochondrial oxidative capacity, improved energy efficiency, and reduced lipid accumulation via PPAR‐α and AMPK pathways (Annunziata et al., 2020). Ultramicronized PEA has also been shown to preserve respiratory complex I and FoF1 ATPase activity under inflammatory stress in neural models (Bellanti et al., 2022). Whether these PPAR‐α‐mediated effects of PEA extend to skeletal muscle, a tissue with high metabolic and mitochondrial demands, remains unknown. In addition, PEA's neuroprotective effects, including modulation of mast cell activity and neuroinflammation (Gabrielsson et al., 2016), could indirectly benefit muscle function by alleviating neuropathic pain often associated with muscle disorders. Nonetheless, the direct impact of PEA on mitochondrial pathways and energy metabolism in skeletal muscle has not yet been elucidated.

Taken together, the direct effects of PEA on skeletal muscle remain poorly understood. Specifically, little is known about its role in skeletal muscle myogenesis or the transcriptional response of muscle cells to PEA exposure. These fundamental insights could improve the quality of PEA research in muscle and pave the way to future work. Therefore, the specific aims of this study were to (i) investigate if PEA impacts skeletal muscle myogenesis and (ii) explore the acute transcriptional response of skeletal myotubes following PEA treatment, thereby providing new insights into the molecular mechanisms underlying PEA's effects on muscle tissue.

## 2 MATERIALS AND METHODS

### 2.1 Chemicals, reagents, and plasticware

Palmitoylethanolamide (PEA) was purchased from Sigma‐Merck (Cat No. P0359) and reconstituted in DMSO as per manufacturer guidelines. Reconstituted PEA was stored at −20°C and used within 3 weeks of reconstitution. When required, PEA stock solution was diluted further in culture media for the experiments outlined herein.

Dulbecco's modified eagle medium (DMEM: Gibco 11,995,073), fetal bovine serum (FBS: Gibco Cat No. A5256701), new‐born calf serum (NBCS: Gibco Cat No. 26010074), penicillin–streptomycin (pen‐strep: Gibco Cat No. 15070063), trypsin–EDTA (Gibco Cat No. 25200056), horse serum (HS: Gibco Cat No. 26050088), H_2_O_2_ (Thermo Scientific Cat No. L14000.AP), propidium iodide (Invitrogen Cat No. P1304MP), and MTT (3‐(4,5‐Dimethylthiazol‐2‐yl)‐2,5‐Diphenyltetrazolium Bromide; Invitrogen Cat No. M6494) were purchased from Thermo Fisher Scientific (Oxford, UK). Phosphate buffered saline (PBS: Sigma‐Aldrich Cat No. P4417) tablets, DMSO (Sigma‐Aldrich Cat No. 472301), and gelatin from porcine skin (Sigma‐Aldrich Cat No. G9136) were purchased from Sigma Aldrich (Gillingham, UK). Nunc T75 culture flasks and 6 well culture plates (Nunc Cat No. 150239) were purchased from Thermo Fisher Scientific.

C2C12 myoblasts were purchased from ATCC (LGC Standards, Middlesex, UK). All experiments detailed in this manuscript were performed on C2C12s between passage 5 and 10. For the isolation of high‐quality RNA, RNeasy isolation kits were purchased from Qiagen (Cat No. 74134. Qiagen Ltd. Manchester, UK).

### 2.2 Cell culture

C2C12 murine myoblasts were cultured on gelatin (0.2%) coated 6‐well culture plates in humidified 5% CO_2_ at 37°C in growth media comprising DMEM, 10% FBS, 10% NBCS and 1% of a pen‐strep solution. Upon reaching ~80% confluence, monolayers were washed twice with pre‐warmed PBS and switched to low serum differentiation media (DM), DMEM, 2% HS and 1% pen‐strep. Every 48 h thereafter, DM was removed from monolayers via aspiration and replaced with fresh media. Cells were terminally differentiated by Day 8 of low serum DM exposure.

### 2.3 Dose tolerability experiments

To ascertain an appropriate dose that would maximize the signal but minimize toxicity to the terminally differentiated C2C12 myotubes used in this study, we relied on previous literature to develop our own dose tolerance experiments. Given the lack of research regarding the effects of PEA on the viability of C2C12 skeletal muscle cells, we determined our dosage selections on those used within general cell culture studies across multiple studies. Previous studies have examined the effects of 0.1, 0.5, 1, and 10 μM PEA on RBL‐2H3 cells, a basophilic leukemia cell line, and discovered no detrimental effects on viability and cytotoxicity at the maximum concentration of 10 μM (Petrosino et al., 2019). Additionally, another study identified 100 μM as the optimal dose for reducing the effects of lipopolysaccharide (LPS) on N9 microglia cells (D'Aloia et al., 2021). While these studies were conducted on different cell lines, considering these findings collectively, we investigated 1, 10, and 100 μM of PEA. We utilized a metabolic activity assay and propidium iodide exclusion assay to determine the cytotoxicity of PEA.

#### 2.3.1 3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide (MTT) metabolic activity assay

NAD(P)H‐dependent cellular oxidoreductase enzymes may reflect the number of viable cells present in cell culture models (Stockert et al., 2018). These enzymes can reduce the tetrazolium dye MTT to its insoluble formazan, which has a purple color. The amount of formazan produced is directly proportional to the number of living cells present in the culture, however, decreases in cellular metabolic activity may occur before cell death and as such, the MTT assay was used in parallel to the propidium iodide assay described in the following section to determine the dose‐responsiveness of C2C12s to varying CBD concentrations.

C2C12 myoblasts were seeded at 6 × 10^4^ cells mL^−1^ in pregelatinized 6‐well plates in GM and cultured to 80% confluence. Thereafter, cells were induced to terminally differentiate as described under the cell culture section above. After 8 days of differentiation, existing DM was removed from monolayers. Following three PBS washes, monolayers were treated with either DM containing vehicle solution DMSO (CON) or DM + PEA at doses from 1 to 100 μM (Figure 2). Following 24 h treatment, MTT solution was added to each well at 10% of total well volume and incubated for 180 min. Thereafter, existing media was removed from monolayers before another short incubation of 6 min, which was completed with plate lids removed. Five hundred microlitres of DMSO was then added to each well, and plates were agitated on a plate rocker at 120 rpm for 2 min to ensure all cells had detached from the plate. Plates were then positioned into a Spark multi‐mode microplate reader (Tecan, Mannedorf, Switzerland) and measured at a wavelength of 570 nm to detect the change in absorbance.

#### 2.3.2 Cell viability assay (propidium iodide exclusion)

In a separate experiment, myoblasts were seeded at 6 × 10^4^ cells·mL^−1^ in pregelatinized 6‐well plates in GM and cultured to 80% confluence. Thereafter, cells were induced to terminally differentiate as described under the cell culture section above. On day 8 of differentiation, existing media was removed from monolayers, which were subsequently treated with either DM containing vehicle solution DMSO (CON) or DM + PEA at doses from 1 to 100 μM. Following 24 h treatment, existing media was pipetted into 1.5 mL Eppendorf tubes and monolayers were washed twice with prewarmed PBS. Thereafter, trypsin–EDTA 0.025% was added to each well and plates were incubated for 5 min (37°C, 5% CO_2_). The removed media was then placed back onto its corresponding well to allow serum to neutralize the activity of trypsin. This solution was then pipetted into a 1.5 mL Eppendorf and centrifuged for 5 min at 300×*g*. Following centrifugation, the existing media was aspirated from each Eppendorf, leaving a small pellet of cells. Two hundred microlitres of fresh DM was then added to each Eppendorf, and cell pellets were fully resuspended by pipetting to create a solution of cells and DM. Propidium Iodide (5 mg·mL^−1^ in ddH_2_O) was then added to each Eppendorf at a concentration of 1:100 and these were vortexed for 20 s before a 5‐min incubation (37°C, 5% CO_2_). PI fluorescence was then analyzed via flow cytometry using the FL‐3 channel on a BD AccuriTM C6 Plus Flow Cytometer (BD Biosciences, Berkshire, UK). First, negative and positive controls were established whereby PI‐free cells were analyzed for background fluorescence alongside cells treated with 50% *v/v* H_2_O_2_. PI‐free cells had no increase in fluorescence, while H_2_O_2_ increased fluorescence (Data not shown). The excitation/emission maximum of the dye is typically 493/636; upon binding to DNA, excitation/emission maxima increased to 535/617 nm.

### 2.4 Next generation RNA sequencing

#### 2.4.1 Cell treatments

After assessing the tolerability of C2C12 myotubes to different doses of PEA, we noted a significant decrease in metabolic activity and cell viability at 100 μM PEA, as indicated by the MTT and PI assays. Therefore, we selected 10 μM PEA for subsequent experiments. To determine the transcriptional response to 10 μM PEA, we terminally differentiated C2C12 myotubes as described above. On day 8 of differentiation, the differentiation medium (DM) was removed and replaced with DM containing either vehicle (DMSO) or PEA (10 μM). Myotubes were then cultured in the respective treatment for 24 h before being harvested for RNA extraction. Duplicate wells (technical replicates) were used for each treatment, and the experiment was repeated three times (experimental replicates), generating *n* = 6 samples per treatment.

#### 2.4.2 RNA isolation

Following a 24‐h treatment with PEA or vehicle control, terminally differentiated C2C12 monolayers were lysed with buffer RLT from the Qiagen RNeasy kit (Qiagen Ltd.: Cat No. 74134). RNA was then extracted from cell lysates using the RNeasy kit with proteinase K digestion, as per the manufacturer's guidelines. Eluted RNA was stored at −80°C until required for determination of total RNA and library processing.

#### 2.4.3 Determination of RNA quantity and quality

Total RNA was quantified using a Nanodrop 8000 and RNA quality was assessed using an Agilent® Bioanalyser (average RIN score = 7, 260/280 = 2.1, 260/230 = 1.7). RNA samples were then diluted to 20 ng μL^−1^ using RNase‐free water.

#### 2.4.4 RNA library preparation and sequencing

Libraries were constructed from 100 ng of total RNA with Poly‐A tail enrichment of mRNA using NEBNext® Ultra™ II RNA Library Prep Kit for Illumina® with Agencourt AMPureXP Sample Purification Beads (Cat No. E7775L. Beckman Coulter. Wycombe, UK) as per manufacturers guidelines, by Bart's and the London Genome Centre at Queen Mary, University of London. The resultant‐barcoded libraries were sequenced on an Illumina NextSeq 2000 using 2 × 50 bp paired‐end sequencing. An average of 25 million paired‐end reads was achieved per sample.

#### 2.4.5 RNA sequencing

FastQ files were imported to Partek® Flow® Genomic Analysis Software Partek Inc. (Missouri, USA) for pipeline processing. Pre‐alignment QA/QC was performed on all reads prior to read trimming (Reads with Phred score <20 removed). STAR alignment 4.4.1d was used to align trimmed reads to the *Mus musculus* genome, mm39. Aligned reads were then quantified to the Ensembl transcriptome annotation model v.100. Post alignment QC reports are provided in Table S1. Filtered raw counts were used for normalization and differential analysis with DESeq2 (Love et al., 2014) through Partek® Flow®. Gene transcripts were considered significantly different between groups when the *q*‐value <0.05. Volcano plots and annotation charts were generated in R studio (version 2023.06.1 + 524), Principal Component Analysis (PCA) plots were generated in Partek® Flow® and bar charts were constructed in GraphPad Prism version 10.0.0 for Windows (GraphPad Software, Boston, Massachusetts USA). To facilitate further discovery and reproducibility, all RNA‐seq data from this study are openly available via the Gene Expression Omnibus (GEO accession number GSE307376).

### 2.5 Immunofluorescence (IF) staining

C2C12 myoblasts were seeded at 6 × 10^4^ cells mL^−1^ in pregelatinized 6‐well plates in GM and cultured to 80% confluence. Existing GM was then aspirated, and cell monolayers were washed twice with PBS. Monolayers were then treated with DM containing either vehicle solution DMSO (CON) or DM + PEA (10 μM). Every 48 h, existing media was removed, monolayers washed once with PBS and fresh DM (including treatment) was introduced to monolayers up until Day 8 of differentiation. On Day 8 of differentiation, existing media was aspirated, and monolayers were washed three times with PBS. To fix the cells, paraformaldehyde (PFA 4%) solution was added and incubated at room temperature for 10 min. Thereafter, the fixative solution was removed, and monolayers were washed three times with PBS. The fixed sample can be stored for several days at 5°C. Remaining PBS was aspirated and permeabilization buffer (PBS + 0.1% Triton X‐100) was added to each well and incubated at room temperature for 15 min. Blocking buffer (10% Goat Serum in PBS, diluted 1:500) was then added and incubated at room temperature for 30 min. Monolayers were then washed once with PBS, and the primary antibody (Myosin heavy chain [MF‐20]; Mouse, 1:300, 1% BSA) (Developmental Studies Hybridoma Bank, Iowa, USA: Antibody Registry ID: AB_2147781) was added to each well, ensuring dimmed lights due to the light sensitivity of MF‐20. Plates were then wrapped in parafilm and placed in the fridge at 5°C overnight.

Following overnight incubation, the primary antibody was removed, and monolayers were washed three times with cold PBS, allowing each wash to sit for 5 min. The secondary antibody (Alexa‐Fluor 488; Goat anti‐mouse, 1:500, 1% BSA) (Thermo Scientific Inc.; Massachusetts, USA) was then added, and plates were covered with foil and left at room temperature for 60 min. Following this, the secondary antibody was removed, and monolayers were washed twice with PBS. The final step involved nuclear counterstaining with 4′,6‐diamidino‐2‐phenylindole, DAPI, a blue‐fluorescent DNA stain, diluted in H_2_O (1:100). This was added to the monolayers and incubated at room temperature for 15 min, protected from light. DAPI solution was then aspirated and PBS (200 μL) added to wells.

### 2.6 Image acquisition

A Leica DMII6000b Microscope (Leica Biosystems; Wetzlar, Germany) was used to capture fluorescently labeled monolayers as it allows for co‐visualization of MF‐20 with 4′,6‐diamidino‐2‐phenylindole (DAPI: Invitrogen D1306 purchased from Thermo Scientific Inc.; Massachusetts, USA). Images of cell monolayers were taken using the 10× objective and 0.5 magnification c‐mount fitted to the camera. Blue color channels were used as an indicator of DAPI with the wavelength measured at 358/461 nm (Fluorescent filter; EX: 340–380, DC: 400, EM: 450–490). Green color channels were used as an indicator for MF‐20, with the wavelength measured at 499/520 nm (Fluorescent filter; EX: 460–500, DC: 505, EM: 512–542). Image inspection and processing was conducted using Leica Application Suite for Windows 7 (Leica Biosystems; Wetzlar, Germany) and ImageJ 1.53a (National Institutes of Health; Maryland, USA).

### 2.7 Cell cycle analysis with propidium iodide

C2C12 myoblasts were seeded at 6 × 10^4^ cells mL^−1^ in pre‐gelatinized 6‐well plates and treated with GM containing either vehicle solution DMSO (CON) or DM + PEA (10 μM). Following 24 h treatment, existing media was aspirated, and monolayers were washed twice with PBS. To harvest cells, 200 μL of trypsin was added to each well and incubated for 5 min. Once detached, cells were pipetted into a single cell suspension in buffer (PBS + 2% FBS; PBS + 0.1% BSA). Cells were then washed with PBS and centrifuged at 3000×*g* for 5 min, this step was repeated twice, and cells resuspended at 3–6 × 10^6^ cells mL^−1^. Next, 500 μL of cells were aliquoted into a 15 mL polypropylene, V‐bottomed tube, and 5 mL of cold 70% ethanol was added dropwise while gently vortexing. Cells were then fixed for at least 1 h at 4°C on ice. After fixation, cells were washed once with PBS and centrifuged as described above again. To ensure only DNA was stained, cells were treated with Ribonuclease A to remove RNA. Fifty microlitres of RNase A solution (final concentration 0.5 μg mL^−1^) was added directly to the cell pellet. Then, 1 mL of PI solution was added, and cells vortexed and incubated overnight (or at least 4 h) at 4°C. Samples were then analyzed using a BD Accuri C6 flow cytometer (BD Biosciences, San Jose, CA, USA) equipped with four fluorescence channels (FL‐1, FL‐2, FL‐3, FL‐4). PI dye exhibits an excitation/emission maximum of 493/636 nm, which shifts to 535/617 nm upon binding, and was detected in the FL‐3 channel. Samples were acquired at a low flow rate (<400 events·s^−1^), and data collection was complete once 20,000 events had been recorded. Gating was first performed on forward and side scatter to exclude debris and aggregates, followed by fluorescence intensity gating in FL‐3 to identify positive from negative cell populations. All assays were normalized to total event counts.

### 2.8 Statistical analysis

#### 2.8.1 Dose tolerability

All statistical analysis and figures regarding dose tolerability experiments were conducted using GraphPad Prism™ for Macintosh (Version 9.3.1). All data were normally distributed, and as such were assessed with a one‐way ANOVA. Significance was assumed if α reached ≤0.05. All data are presented as mean ± standard deviation (SD).

#### 2.8.2 Myotube morphology

All statistical analysis and figures regarding myotube morphology experiments were conducted using GraphPad Prism™ for Macintosh (Version 9.3.1). Myotube number and NFI (%) data were normally distributed, and as such were assessed with an unpaired *t*‐test. Myotube area (μm^2^) data were not normally distributed, so were assessed with a Mann–Whitney *U* test. For all data, significance was assumed when *α* ≤0.05. All data are presented as mean ± standard deviation (SD).

#### 2.8.3 Cell Cyle analysis

All statistical analyses and figures regarding cell cycle progression experiments were conducted using GraphPad Prism™ for Macintosh (Version 9.3.1). All data were normally distributed, and as such were assessed with a two‐way ANOVA. Post hoc comparisons were conducted using Bonferroni's multiple comparisons test to determine differences between conditions at each cell cycle phase.

### 2.9 Bioinformatics

To visualize gene interactions and clusters of proteins that they encode with known physical interactions, STRING (string.db.org) was deployed on commonly up regulated and down regulated DEGs. Networks were exported to Cytoscape (v10.3 for Mac) to generate figures shown in results section. Protein–protein interaction (PPI) networks were constructed using known interaction data and analyzed using the Markov Clustering (MCL) algorithm to identify functionally related gene clusters. MCL was applied by simulating random walks through the network, with iterative expansion and inflation steps to enhance the separation of densely connected regions. Clustering was performed using an inflation parameter of 0.2 to control cluster granularity. Gene Ontology (GO) term enrichment was assessed for each cluster to determine functional associations. Single‐node genes with no known interactions were excluded from visualization.

Circos plots were made using RStudio v2014.12.0 using the following packages circlize v0.4.16, dplyr v1.1.4, readr v2.1.5, tidyr v1.3.1, complexheatmap v2.24.1, grid v4.5.0, and tibble v3.3.0.

Experimental workflows are presented schematically in Figure 1.

**FIGURE 1:**
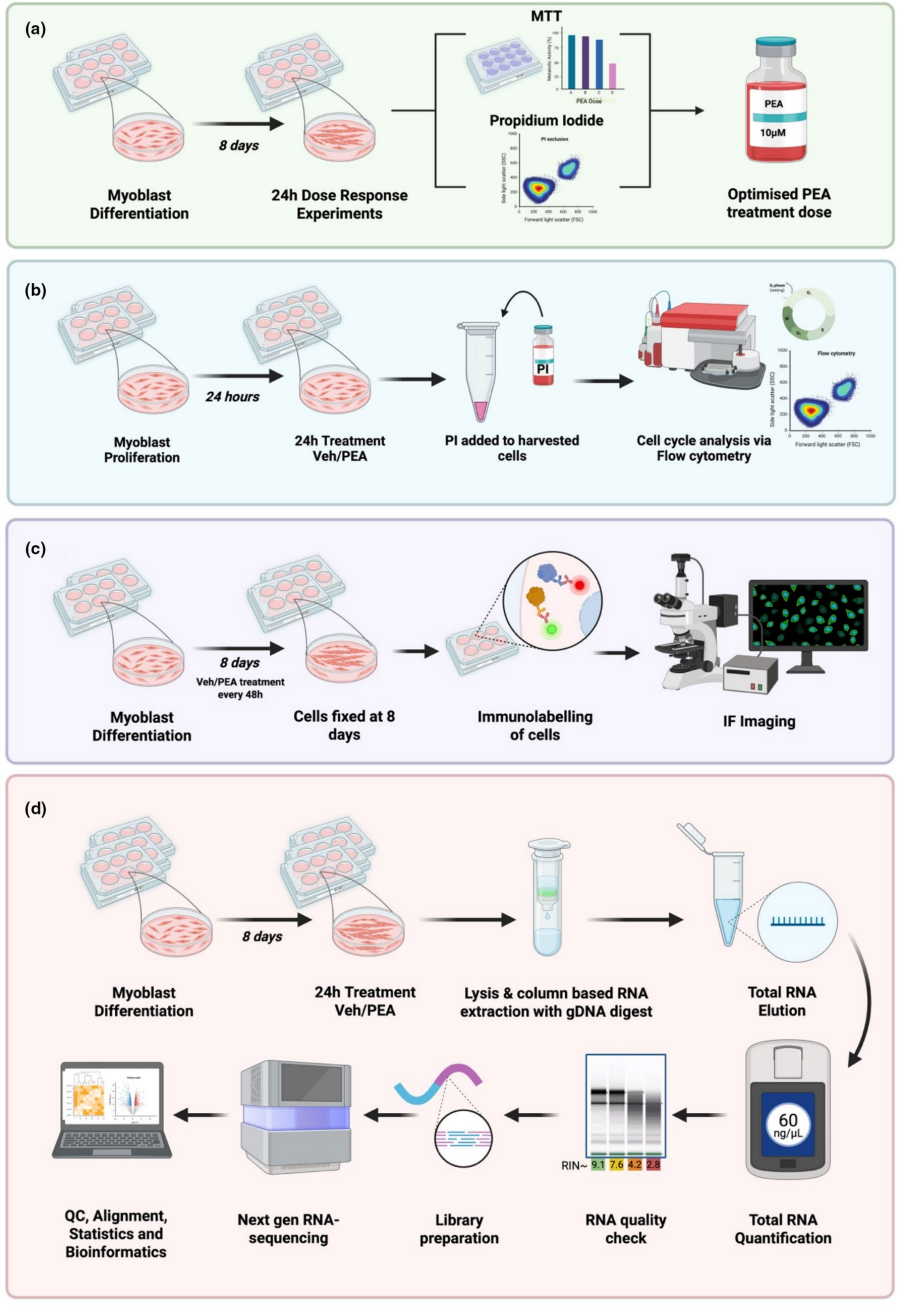
Experimental workflow for (a) the determination of dose tolerability. C2C12 myoblasts were differentiated in GM before 24 h treatment with PEA or vehicle (DMSO) control. MTT and PI exclusion assays were performed to determine the maximal tolerable dose of PEA. In workflow (b), C2C12 myoblasts were treated with PEA (10 μM) or vehicle control for 24 h. Myoblasts were then harvested and stained for DNA labelling with PI. Cell cycle phase distribution was then analyzed using flow cytometry. In workflow (c), C2C12 myotubes were treated with PEA (10 μM) or vehicle control every 48 h throughout differentiation. On day 8, myotubes were fixed, stained with DAPI and MF‐20, and imaged by immunofluorescence for morphological analysis. Image created using Biorender. Finally, in workflow (d), differentiated myotubes were exposed to PEA (10 μM) or vehicle control for 24 h before being lysed for column‐based RNA extraction. Total RNA quantity and quality were determined prior to library preparation and next‐generation sequencing. Pre‐alignment QC was performed prior to quality trimming and STAR alignment, followed by quantification to the annotation model, counts were then normalized by median ratio, prior to DESeq2 statistical analysis.

## 3 RESULTS

### 3.1 Dose tolerability

Following 24 h of PEA exposure, metabolic activity, as determined by the MTT assay, was significantly reduced following 100 μM compared to control (*p* < 0.0001; Figure 2a). Additionally, there was a significant reduction in the percentage of live cells, as determined by the PI assay, at 100 μM PEA compared to control (*p* = 0.02; Figure 2b). Based on these observations, we selected the maximum 10 μM PEA to evaluate its potential effects on skeletal muscle myogenesis and the transcriptome of terminally differentiated myotubes.

**FIGURE 2:**
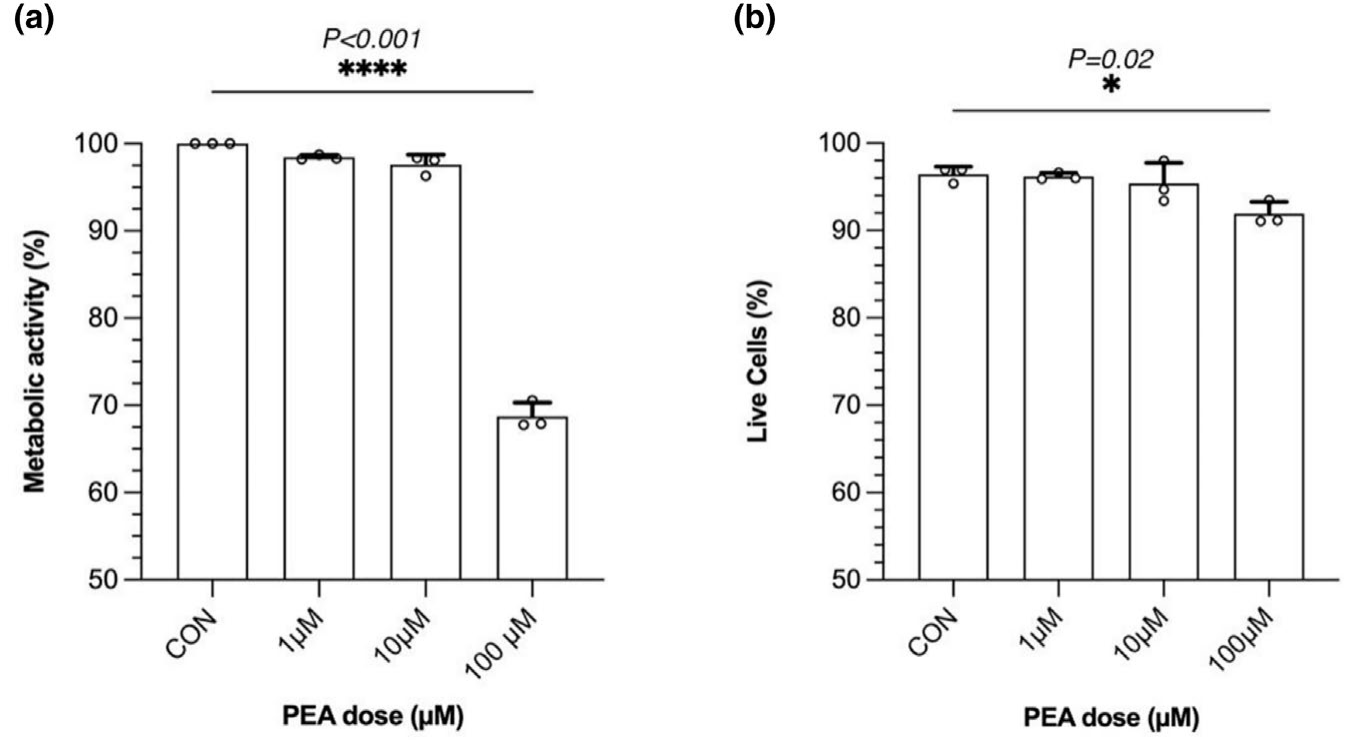
Dose tolerability experiments on terminally differentiated myotubes. Metabolic activity (a) and cell viability (b) were determined by the MTT assay and propidium iodide (PI) exclusion in PEA‐treated C2C12 myotubes over a range of concentrations (1–100 μM). Data are presented as mean ± SD from *n* = 3 biological replicates for each dose.

### 3.2 Myotube morphology

The morphology of C2C12 myotubes treated with either control (CON) or PEA (10 μM) throughout differentiation (every 48 h) was assessed using immunofluorescence staining for myosin heavy chain (MF‐20) and nuclear counterstaining with DAPI. Morphological analysis included quantification of myotube number, myotube area (μm^2^), and the nuclear fusion index (NFI, %). There was no significant difference in myotube area (μm^2^) between CON (296.6 ± 441.4) and PEA (284.5 ± 383) (*p* = 0.44; Figure 3a). However, there was a significant decrease in myotube number following PEA treatment (90.3 ± 10.6) compared to CON (112.6 ± 10.1) (*p* < 0.0001; Figure 3b). Nuclear fusion index (NFI, %) was significantly increased following PEA treatment (37.8 ± 5.7) compared to CON (30.7 ± 3.2) (*p* = 0.02; Figure 3c).

**FIGURE 3:**
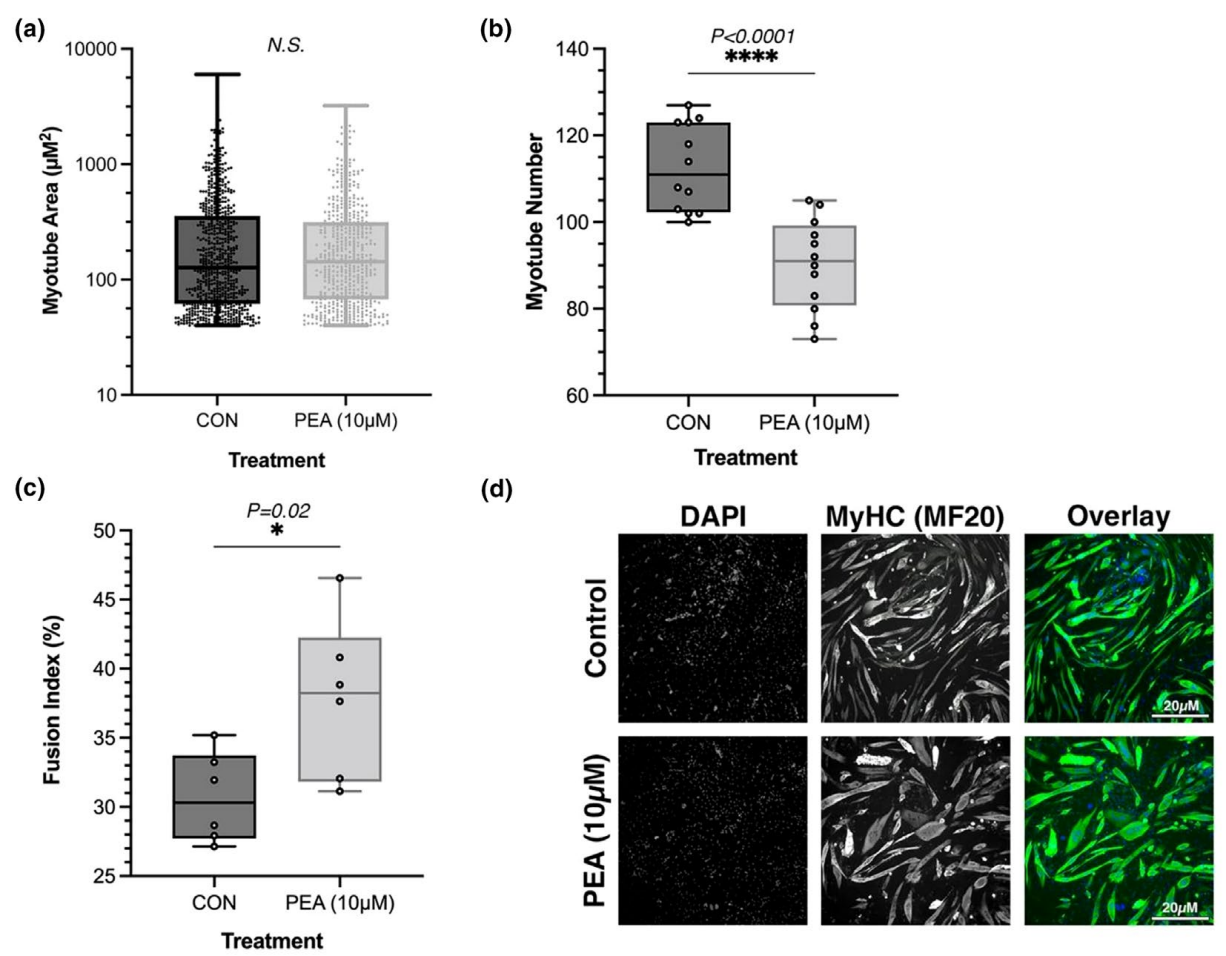
Morphological analysis of myotubes treated throughout differentiation with PEA (10 μM) or vehicle control (CON). Measurements include (a) myotube area (μm^2^), where each data point represents an individual myotube measured across six images per condition, (b) myotube number, where each data point represents the total number of myotubes per image, and (c) nuclear fusion index (NFI, %), where each data point represents the percentage of nuclei within myotubes per image. Analysis conducted using ImageJ (v1.53a). (d) Representative images of differentiated C2C12 myotubes stained for nuclei (DAPI, blue) and myosin heavy chain (MF‐20, green). One independent image is presented per condition (CON and PEA). Scale bars = 250 μM, applies to all individual channels. Quantification was performed on six randomly selected images per condition to ensure unbiased representation. Data are expressed as mean ± SD from *n* = 3 independent experimental replicates for each dose.

### 3.3 Myoblast cell cycle phase analysis

To further investigate the effects of PEA on C2C12 skeletal muscle cells, we assessed its impact on cell cycle progression using propidium iodide (PI) staining. There was a significant main effect of cell cycle phase (*p* < 0.0001), with a significant interaction between condition and phase also observed (*p* < 0.0001). Bonferroni's multiple comparisons test revealed that PEA treatment (10 μM for 24 h) led to a significant accumulation of cells harboring in the G0/G1 phase (48.2 ± 1.2%) compared to CON (42.3 ± 1.9%) (*p* = 0.0002), with a concomitant significant reduction in the proportion of cells in the S‐phase (21.7 ± 1.2%) compared to CON (25.5 ± 1.2%) (*p* = 0.008) (Figure 4).

**FIGURE 4:**
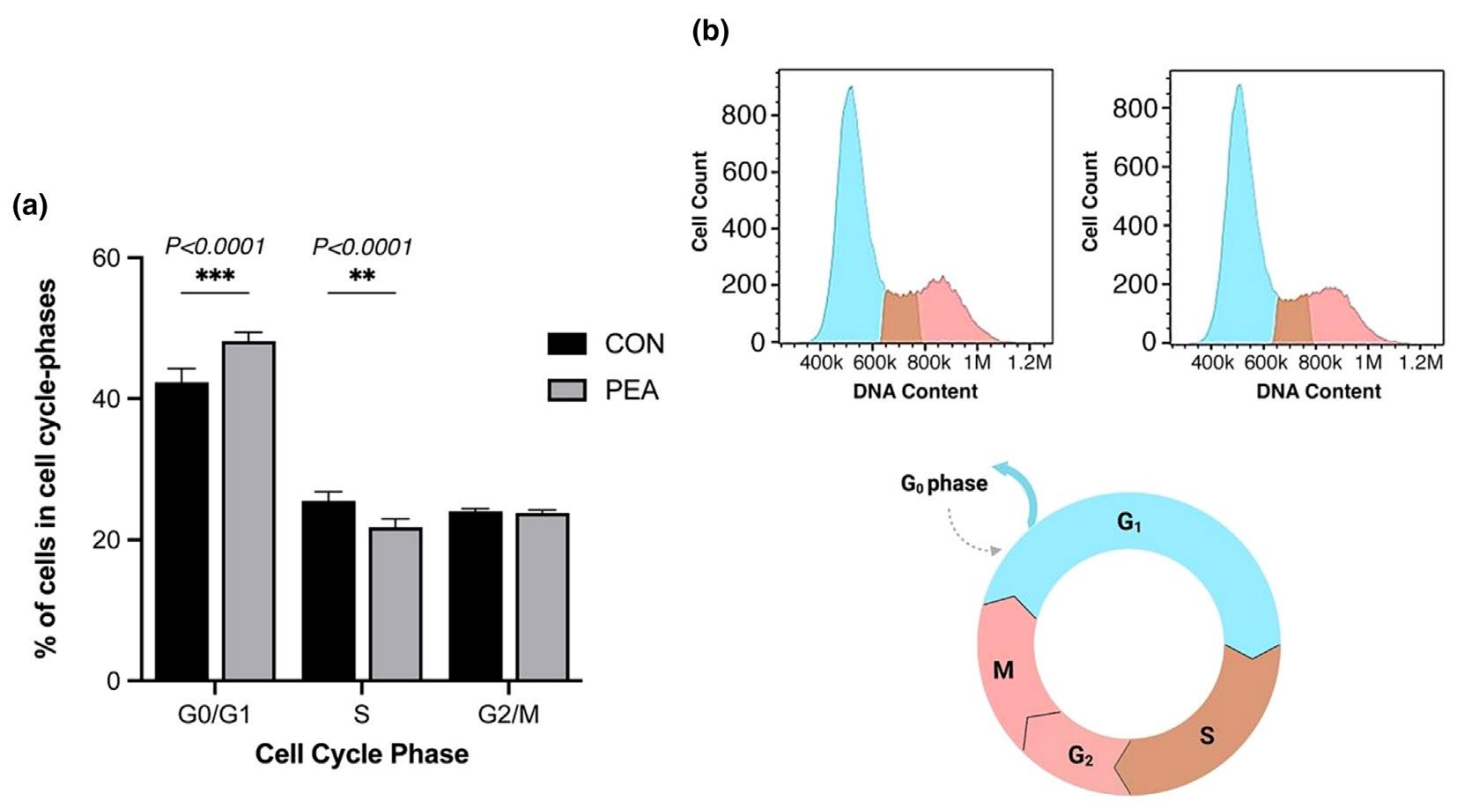
(a) Cell cycle distribution of C2C12 myoblasts following 24 h treatment with PEA (10 μM) or vehicle control (CON), assessed by flow cytometry using propidium iodide (PI) staining. Cell cycle phases determined using appropriate gates based on PI fluorescence histograms, with G₀/G₁‐phase cells identified by lower PI intensity, S‐phase cells by intermediate intensity, and G₂/M‐phase cells by higher intensity. (b) Representative PI fluorescence histogram (FL2‐H, PE channel) illustrating DNA content profiles. Peaks correspond to G₀/G₁ (light blue), S‐phase (brown), and G₂/M (red) cells. Analysis performed using FloJo software (v10). Data are presented as mean ± SD from *n* = 3 experimental replicates for each dose.

### 3.4 Acute transcriptomic response to 24‐h of PEA exposure in C2C12 myotubes

The PCA plot in Figure 5a visualizes the multidimensional relationships among the gene expression profiles of CON and PEA treated cells. 

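RNA-seq was performed on C2C12 myotubes, the multinucleated cells formed by fusion of a mouse myoblast line. On day 8 of differentiation the myotubes received 10 μM PEA or its vehicle, DMSO (CON), and RNA was extracted 24 h later. The data analysed here comprise 12 libraries, 6 CON and 6 PEA. The methods describe duplicate wells in 3 repeats of the experiment, and the labels do not say which libraries are wells of the same repeat. The 6 libraries of each treatment were therefore analysed as replicates, and libraries summed in pairs to 3 per treatment served as an alternative. The labels list 2 sequencing runs of PEA replicate 2 that share 1 set of values, and it was counted as 1 library.

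The authors aligned the reads to mm39 with STAR, assigned them to Ensembl genes in Partek Flow and deposited the estimated count of each gene in each library. A second deposited table holds the same counts divided by 1 factor per library, the median-ratio normalization of DESeq2, and these values are given below as normalized counts. Of the estimated counts above 0, 69.7% were not whole numbers, and all were rounded before testing. Libraries held between 12354845 and 50397444 estimated counts, with a median of 18417442 in CON and 18420606 in PEA. CON replicate 1 was 2.25 times as deep as the next deepest library. The tables hold 16382 genes in ascending order of Ensembl identifier. A further 2240 protein-coding genes of the annotation have higher identifiers and were not analysed here, so every number of differentially expressed genes leaves them out. Whether the paper tested them is not stated.

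Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, over the 13142 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. The standard error (SE) of a log2 fold change, PEA against CON, was derived from the test statistic. Group values are mean ± SD of normalized counts over 6 libraries. Single measures were compared between the groups by a two-sided exact permutation test over all 924 assignments of the libraries, for which the smallest possible p is 0.00216. This test takes the libraries as independent and was not run on libraries summed in pairs. If duplicate wells of a repeat are alike, its p-values may be too small. Positions refer to GRCm39, the assembly the paper names as mm39.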

The plot reveals distinct clusters of gene expression profiles between conditions. 

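Principal components were computed from log2 CPM of the 13142 genes tested, centred and not scaled. PC1 held 30.1% of the variance and PC2 held 11.2%. The PC1 score was -13.84 ± 15.6 (SD, n = 6) in CON and 13.84 ± 6.25 (SD, n = 6) in PEA, and the exact permutation test of this difference gave p = 0.00649. The separation along PC1 was not complete, since CON replicate 2 had a score of 9.58, above the lowest PEA score of 5.61. PEA replicates 1 and 3 had the lowest PEA scores. Without CON replicate 2, the groups no longer overlapped along PC1. PC2 did not separate the groups in the exact permutation test (p = 0.158). CON replicate 2 had a PC2 score of -14.6, however, below the lowest PEA score of -0.973. No CON library therefore lay within the PEA range on both components. The difference between the groups accounted for 22.2% of the total variance, against a median of 8.27% over all assignments of the libraries. Of the alternatives, log2 of the deposited normalized counts moved the share of PC1 most, to 16%, while the exact p of the separation did not change.

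**Figure D1:**
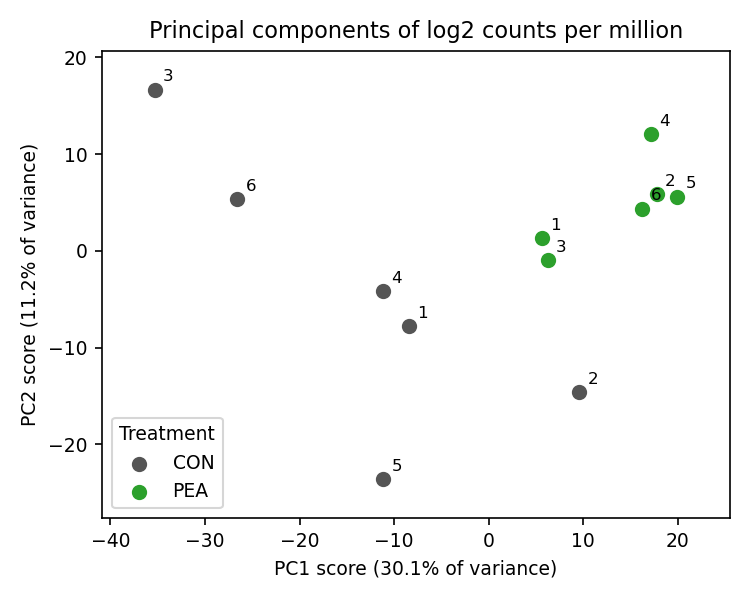
Scores of the 12 libraries on PC1 (horizontal) and PC2 (vertical), in log2 units, with CON in grey and PEA in green and the replicate number beside each point. The PEA scores on PC1 lie between 5.61 and 19.98, and CON replicate 2, at 9.58, lies within that range, but below every PEA library on PC2.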

Using *q* < 0.05 a, we found that 1952 genes were differentially expressed in PEA compared to CON. Of these genes, 1028 were significantly upregulated and 924 were significantly downregulated.

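In the counts analysed here, 1452 of 13142 genes tested had an adjusted p-value below 0.05. Of these, 829 were upregulated and 623 were downregulated in PEA. The changes were small, with a median absolute log2 fold change of 0.31 among the genes called. An absolute log2 fold change of at least 1 was found for 65 of them, and 1044 were below 0.5. For 508 of the genes called, the CON and PEA libraries did not overlap in normalized count. Among all genes tested, 570 showed no overlap, where chance gives 28.4 (0.216%) if the libraries are independent. DESeq2, the tool used by the authors, called 1915 genes, of which 987 were upregulated and 928 downregulated, and 1434 were shared with edgeR. The largest shift came from summing libraries in pairs, which gave between 191 and 2374 genes over 100 pairings (median 1274.5). Single libraries also mattered, with 778 genes without PEA replicate 6 and 2203 without CON replicate 2.

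Among the genes called whose groups did not overlap, the largest increase was that of Tchh (ENSMUSG00000052415, chromosome 3, 93349637 to 93356384), from 4.83 ± 2.56 to 18.3 ± 4.65 normalized counts (log2 fold change 1.99, SE 0.36, adjusted p = 0.00352). It was followed by Tmprss11f (1.36), Xkr5 (1.34), Pax5 (1.20) and Esco2 (1.16), in log2 fold change. The largest decrease was that of Atp6v0d2 (ENSMUSG00000028238, chromosome 4, 19876838 to 19922614), which encodes a subunit of the vacuolar proton pump. It fell from 127 ± 50.1 to 37.0 ± 9.34 normalized counts (log2 fold change -1.79, SE 0.26, adjusted p = 7.3e-04). Mab21l4 (-1.35), 9330161L09Rik (-1.31), Sbk3 (-1.28) and Gm11633 (-1.20) followed. Mab21l4 and 9330161L09Rik were counted at low levels, and both lost their call when libraries were summed in pairs, with median adjusted p-values of 0.0591 and 0.0771 over the pairings.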

**FIGURE 5:**
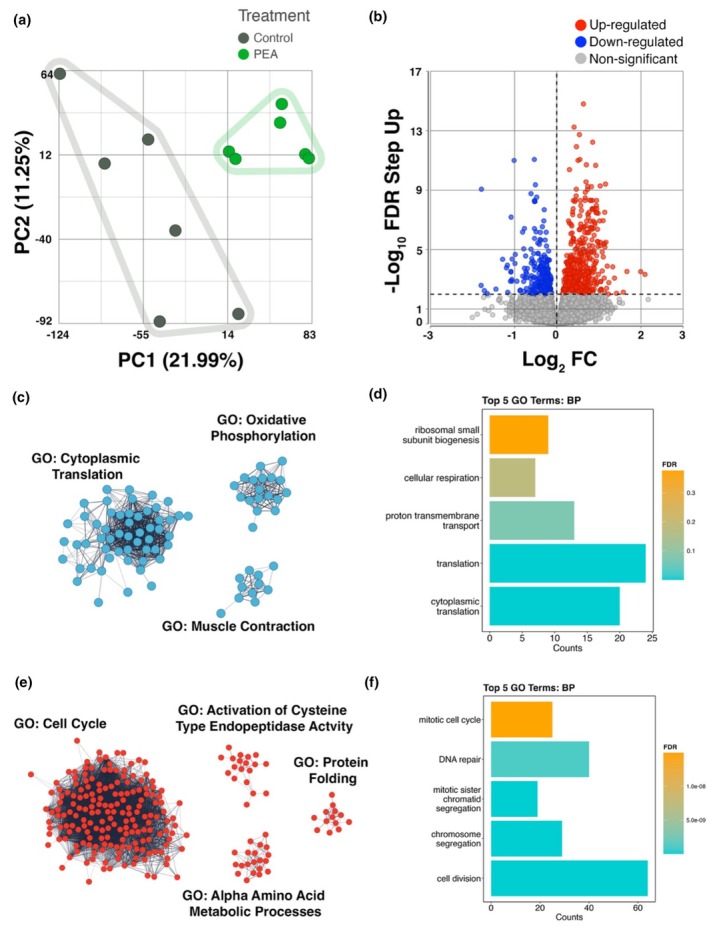
(a) Principal Component Analysis (PCA) of RNA‐seq data, illustrating the variance in gene expression between PEA‐treated and control samples (*n* = 6 per condition). Each point represents an individual sample, with clustering patterns indicating transcriptomic differences between conditions. Data are presented from *n* = 3 biological replicates for each dose. (b) Volcano plot depicting differentially expressed genes (DEGs), with −log_10_ FDR step‐up on the *y*‐axis and log_2_ fold‐change on the *x*‐axis. Gray points represent non‐significant genes, blue points indicate downregulated genes, and red points indicate upregulated genes. (c) Clusters of uniquely downregulated genes and their associated Gene Ontologies. (d) Gene Ontology (GO) biological processes for all downregulated genes. (e) Clusters of uniquely upregulated genes and their associated Gene Ontologies. (f) GO biological processes for all upregulated genes. Single‐node genes are excluded. Markov Clustering (MCL) was performed using the STRING app in Cytoscape (3.10.3).

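The processes named in Figure 5 were compared with 13 gene sets written by hand before the data were examined, and tested with limma's camera at a preset correlation between genes of 0.01. The paper drew the processes of Figure 5 from these same libraries, so a shift of a set that matches them is not independent evidence. Camera called 9 of the 13 sets at an adjusted p-value below 0.05. Under fry, 8 of these calls held, all but muscle contraction, while camera with an estimated correlation called 0 sets. The adjusted p-values below are those of fry, and medians are over the log2 fold changes of the members.

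Cell division genes were higher in PEA. For the S-phase set, 41 of 42 genes were higher (median 0.34, adjusted p = 1.5e-04), and for the G2 and M phase set 50 of 51 (median 0.67, adjusted p = 0.00141). All 6 PEA libraries scored above every CON library on both sets. The S-phase gene with the smallest p-value, Atad2 (ENSMUSG00000022360, chromosome 15, 57957440 to 57998516), rose from 603 ± 32.6 to 935 ± 79.8 normalized counts (log2 fold change 0.64, SE 0.06, adjusted p = 1.6e-04 from edgeR's test). Rrm2 (0.51), Mcm6 (0.43), Hjurp (0.46), Kif11 (0.95) and Hmmr (0.94) were also higher in log2 fold change without overlap between the groups. The amino acid response set, with Gdf15, Aldh18a1 and Chac1 at its head, was higher for 30 of 30 genes (median 0.48, adjusted p = 0.00223). With the share of uniquely aligned read pairs as a covariate, its median fell to 0.268, or 55.5% of its value. Fry still called the set with this covariate (adjusted p = 0.0339). Of the protein folding genes, 18 of 26 were higher (median 0.12, adjusted p = 0.00223), including Hsp90b1 (0.33), Pdia6 (0.29) and Pdia3 (0.26). After removal of the trend of each library with exon length and GC content, the median of this set was 0.07 and fry no longer called it (adjusted p = 0.0573).

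Among the sets that were lower in PEA, 72 of 74 cytosolic ribosomal protein genes decreased (median -0.18, adjusted p = 0.0107). So did 78 of 81 oxidative phosphorylation genes (median -0.16, adjusted p = 0.00223). Rps15 fell from 19610 ± 1184 to 16692 ± 746 normalized counts and Cox6b1 from 3988 ± 314 to 3243 ± 156, with log2 fold changes of -0.23 and -0.30. Rpl31, Rpl37, Atp5mk and Ndufb9 were lower as well. Muscle contraction genes were lower for 43 of 51 members (median -0.19), but not past the threshold by fry (adjusted p = 0.198), and the exact permutation test of the set score gave p = 0.191. Individual members changed clearly, such as Tnni2 (-0.47), Myl1 (-0.40) and Actn2 (-1.08). Fibroblast matrix genes as a set did not differ (median 0.13, adjusted p = 0.328), although Lox was higher and Col6a1 and Ccn1 were lower. Without CON replicate 2, camera called the set as higher (adjusted p = 0.0140).

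**Figure D2:**
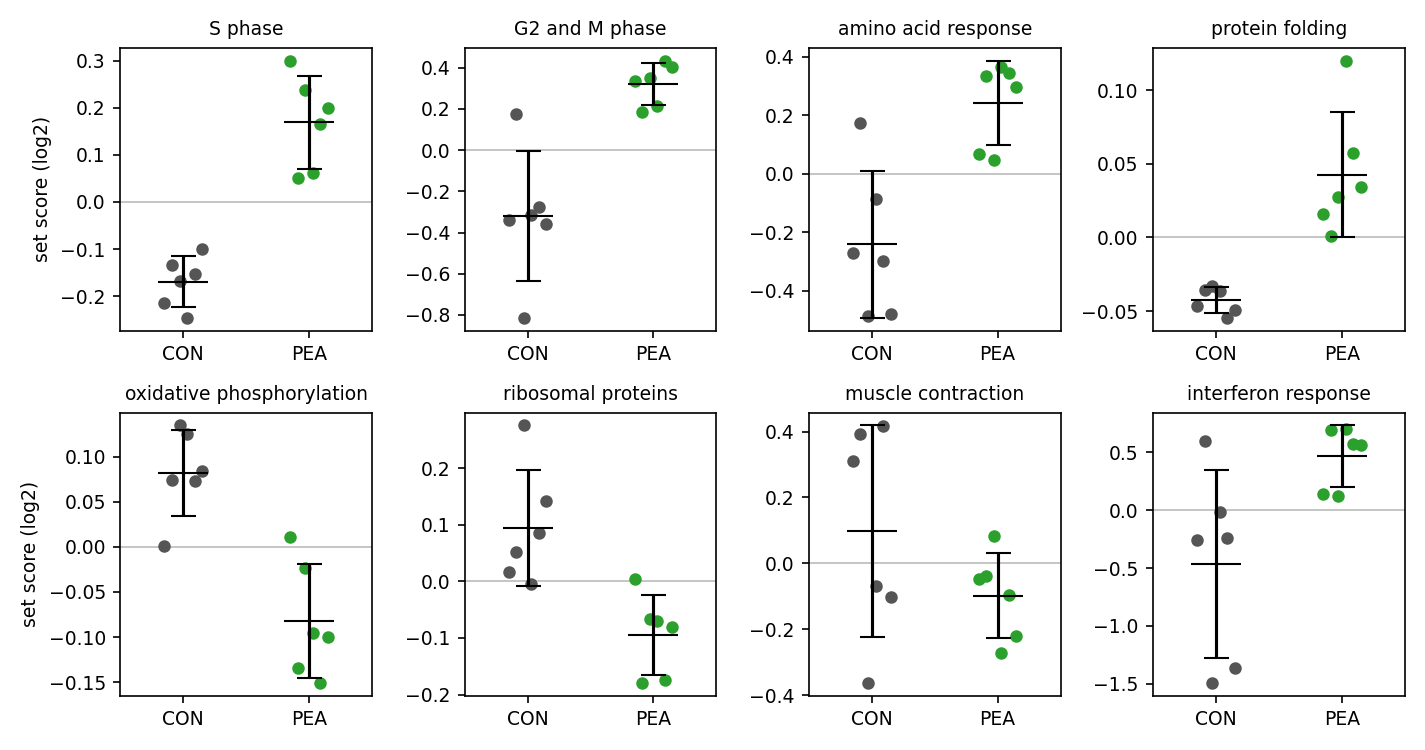
Score of each library on 8 of the gene sets, in log2 units relative to the mean of all libraries, with CON in grey and PEA in green; the horizontal line and bars give mean ± SD over 6 libraries. The S-phase, G2 and M phase and protein folding scores do not overlap between the groups, whereas the CON interferon scores extend from -1.49 to 0.59.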

### 3.5 Transcriptional response of PEA metabolizing enzymes in skeletal muscle

Two enzymes are reported to be responsible for PEA hydrolysis to palmitic acid and ethanolamine; N‐acylethanolamine acid amidase (*Naaa*) and fatty acid amide hydrolase (*Faah*) (Figure 6c). 

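Naaa (ENSMUSG00000029413) lies on chromosome 5 from 92405517 to 92426085, and Faah (ENSMUSG00000034171) on chromosome 4 from 115824342 to 115875423. Naaa had 205 ± 17.2 normalized counts in CON and 253 ± 34.1 in PEA (n = 6 each, exact permutation test, p = 0.0108). Its log2 fold change was 0.30 (SE 0.10), with an adjusted p-value of 0.0595 over all genes tested and 0.0318 when adjusted over the list alone of genes for PEA synthesis, breakdown and signalling. Over the alternatives that kept all libraries, the adjusted p-value of Naaa ranged from 0.0441, under DESeq2, to 0.170, with libraries summed in pairs. It also passed the threshold without CON replicate 2 (0.0399) and without PEA replicate 3 (0.0284). Faah had 12 ± 10.4 normalized counts in CON and 15.1 ± 2.98 in PEA, from between 1 and 40 estimated counts per library. A change in Faah was not detectable at this depth (log2 fold change 0.35, SE 0.45, adjusted p = 0.655).

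**Figure D3:**
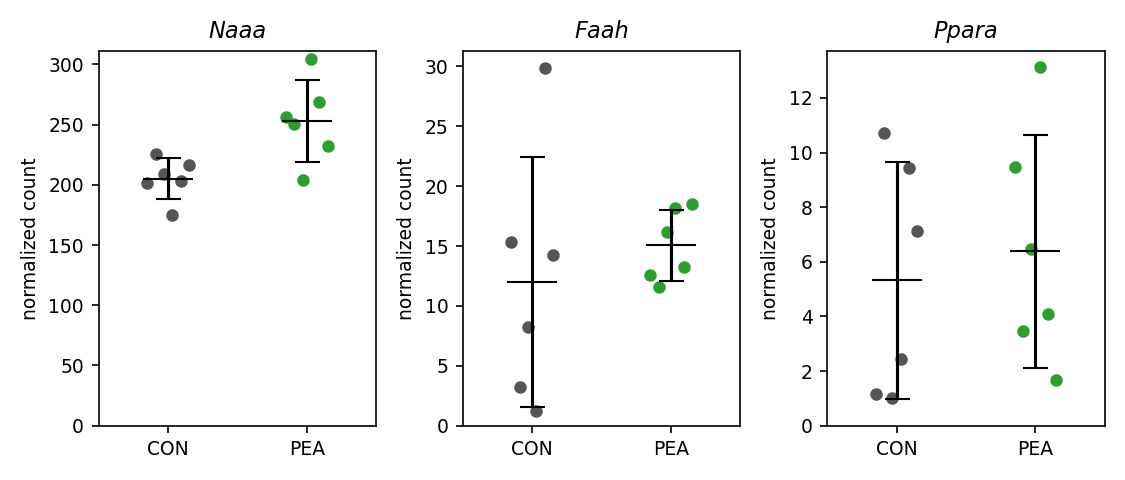
Normalized counts of Naaa, Faah and Ppara in each library, with CON in grey and PEA in green; the horizontal line and bars give mean ± SD over 6 libraries per group. Naaa lies above 175 in every library, whereas CON replicate 4 has 1.22 for Faah and the highest Ppara value is 13.1.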

Following stimulation of myotubes with 10 μM, the expression of *Naaa* was significantly (Figure 6a) upregulated vs. control, whereas *Faah* expression was unaltered (Figure 6b). Notably, *Naaa* reads were ~20‐fold higher than *Faah*, suggesting that *Naaa‐dependent* PEA metabolism may be more abundant in C2C12 myotubes.

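Within libraries, the ratio of Naaa to Faah counts was 45.8 ± 53.2 (SD, n = 6) in CON, with a median of 20.3, and 17.4 ± 4.04 (SD, n = 6) in PEA, with a median of 18.5. The ratios did not differ between the groups (exact permutation test on the log2 ratio, p = 0.383). Over all 12 libraries the mean ratio was 31.6 and the median 18.5. The CON mean rested on libraries with few Faah counts. CON replicate 4 had a ratio of 144 from 1 Faah count, and CON replicate 2 a ratio of 70.0 from 3 Faah counts. Without CON replicate 4, the mean over all libraries was 21.3. Division by annotated exon length, which is 5322 bases for Naaa and 11054 for Faah, raised the mean of all 12 libraries from 31.6 to 65.5. From the excess of Naaa reads, the paper proposes that metabolism of PEA through Naaa may be more abundant in C2C12 myotubes.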

**FIGURE 6:**
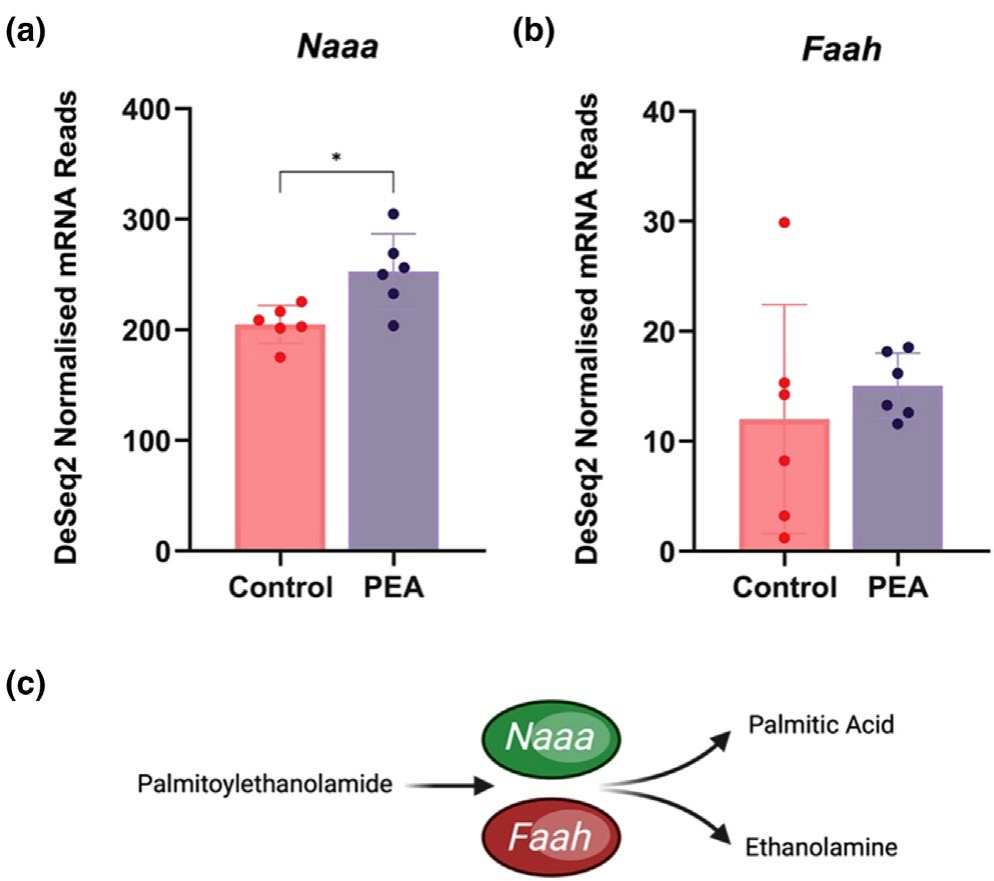
DESeq2 normalized mRNA reads for (a) N acylethanolamine acid amidase (*Naaa*) and (b) fatty acid amide hydrolase (*Faah*). (c) graphical representation of the role *Naaa* and *Faah* enzymes play in PEA metabolism.

### 3.6 PEA modulates the expression of interleukin genes, their receptors and inflammatory pathways

Given the established role of palmitoylethanolamide (PEA) in modulating immune function, and emerging evidence suggesting potential actions in skeletal muscle, we investigated its role in modulating the transcriptome in C2C12 myotubes. We queried interleukins, their receptors and established inflammatory pathways (KEGG) to assess how PEA alters their expression. RNA‐seq analysis performed 24‐h following exposure to 10 μm PEA treatment revealed many genes relating to “Cytokine‐receptor‐interactions,” “Chemokine signalling,” “JAK‐STAT signalling,” “NF‐κB signaling,” “NOD‐like receptor signalling,” and “Toll‐like receptor signalling” were differentially expressed, summarized in the Circos plot which clusters genes by their associated pathway and ranks them by Log^2^ fold change (Figure 7a).

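Figure 7 names 60 genes, of which 36 are drawn as upregulated and 24 as downregulated, and all 60 were among the genes tested. Each of the 60 changed in the direction drawn. At an adjusted p-value below 0.05, 43 were called over all genes tested and 60 adjusted over the list alone, which is not independent evidence because the authors chose the list on these samples. DESeq2 called 58 of the 60. Normalized counts did not overlap between CON and PEA for 16 of them. The number called over all genes ranged from 22 without PEA replicate 6 to 54 without CON replicate 2, and was at lowest 5 when libraries were summed in pairs. Log2 fold changes ranged from 0.15 to 1.57 among the upregulated genes (median 0.40) and from -1.43 to -0.11 among the downregulated genes (median -0.26).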

**FIGURE 7:**
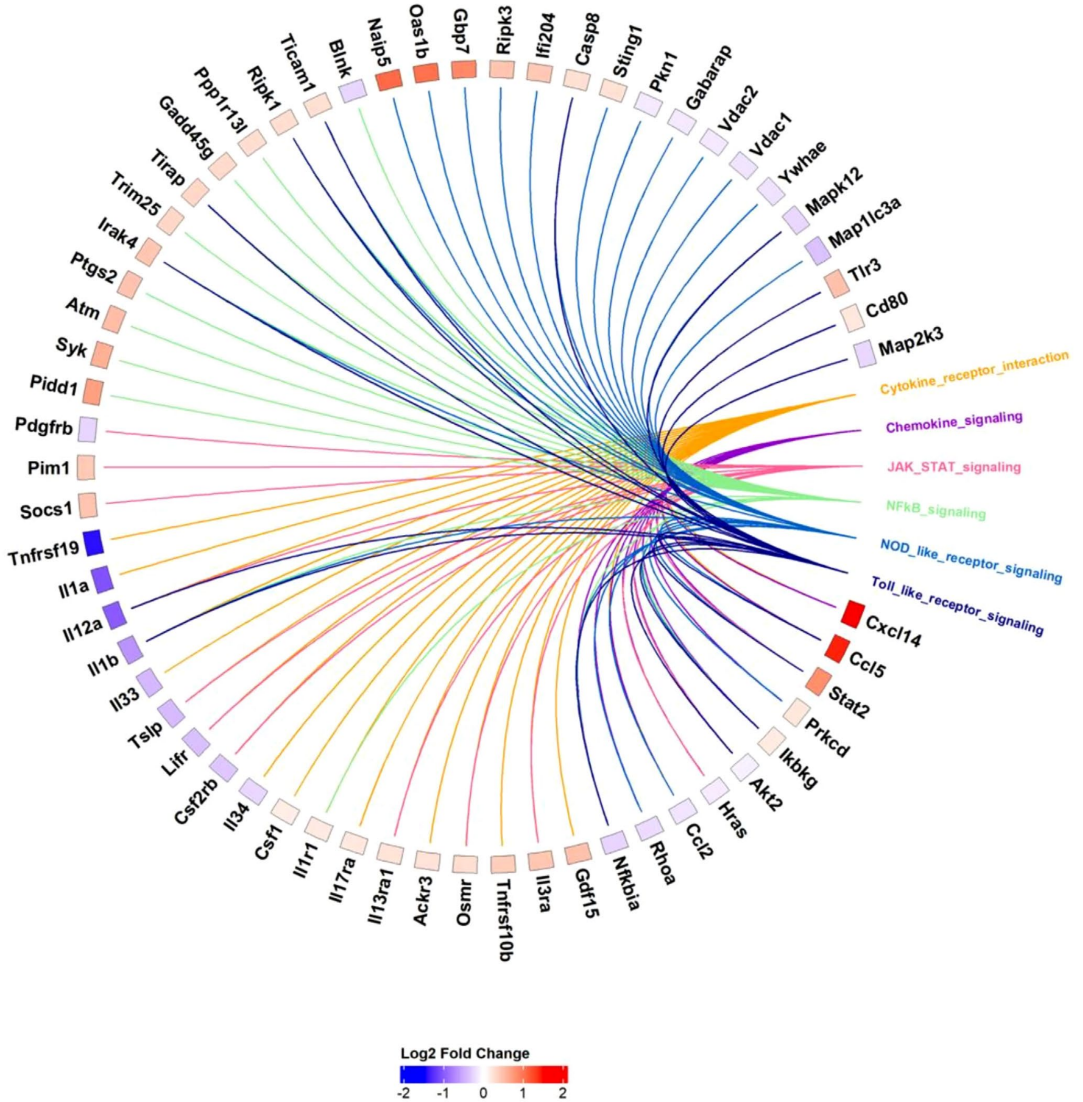
Differential gene expression in C2C12 myotubes following palmitoylethanolamide (PEA) treatment (10 μM) compared with control. Data are presented as log₂ fold change. Circos plot of differentially expressed inflammatory genes mapped to key inflammatory‐related signaling pathways. Genes are clustered into pathways and ranked by Log^2^ fold change. Genes present in multiple pathways are connected by multiple‐colored nodes.

Our data supports the notion that C2C12 myotubes exposed to PEA promote an anti‐inflammatory transcriptional profile and suppress TNF signaling associated genes. Genes encoding pro‐inflammatory cytokines *Il1a, Il1b, Il33*, *Il12a*, and *Tnfrsf19* were downregulated suggesting suppression of pro‐inflammatory signaling. These cytokines are also Nuclear Factor kappa B (NF‐κB) targets suggesting reduced NF‐κB transcriptional activity, which is further supported by the downregulation of *Nfkbia*. 

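Of these genes, Il33 and Il12a showed the clearest decreases. Il33 (ENSMUSG00000024810, chromosome 19, 29902483 to 29938933) fell from 2270 ± 338 to 1669 ± 106 normalized counts (log2 fold change -0.44, SE 0.08, adjusted p = 0.00349). Il12a (ENSMUSG00000027776, chromosome 3, 68597977 to 68605880) fell from 75.7 ± 17.3 to 37.6 ± 8.48 (log2 fold change -0.99, SE 0.20, adjusted p = 0.00584). In both, every PEA library was below every CON library. Il1a (chromosome 2, 129140291 to 129152098) decreased from 56.1 ± 8.87 to 26.9 ± 11.6 normalized counts (log2 fold change -1.06, SE 0.26, adjusted p = 0.0169). The neighbouring Il1b (chromosome 2, 129206490 to 129213059) decreased from 141 ± 52.4 to 88.7 ± 36.9, which did not pass the threshold (log2 fold change -0.64, SE 0.26, adjusted p = 0.116). Under alternatives that kept all libraries its adjusted p-value ranged from 0.0442, with all libraries thinned to the smallest, to 0.222. Without PEA replicate 3 it was 0.0421. Tnfrsf19 (chromosome 14, 61201283 to 61284366) was counted at low levels, with 25.3 ± 9.01 normalized counts in CON and 9.37 ± 5.33 in PEA (log2 fold change -1.43, SE 0.37, adjusted p = 0.0204). Its call was lost without PEA replicate 6 (0.0521).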

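Nfkbia (ENSMUSG00000021025, chromosome 12, 55535332 to 55539432) decreased from 1624 ± 231 to 1349 ± 73.3 normalized counts (log2 fold change -0.26, SE 0.08, adjusted p = 0.0386). The call depended on single libraries, since 9 of the 12 fits that each left out 1 library gave an adjusted p-value of 0.05 or more. A hand-written set of 34 tested NF-κB target genes did not shift in 1 direction, with 16 higher and 18 lower (median log2 fold change -0.02, adjusted p = 0.605 from fry). Of its members, 4 were called as upregulated and 5 as downregulated. Ptgs2, a member of this set, rose from 738 ± 94.2 to 1011 ± 106 normalized counts (log2 fold change 0.45, SE 0.08, adjusted p = 0.00426). From the decreases in Nfkbia and in the cytokine genes, the paper proposes that NF-κB transcriptional activity was reduced.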

*Socs1*, the gene encoding Suppressor of Cytokine Signaling 1, was also downregulated and is a negative regulator of the NF‐κB signaling pathway. 

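Socs1 (ENSMUSG00000038037, chromosome 16, 10600104 to 10603875) had 115 ± 33.9 normalized counts in CON and 157 ± 13.1 in PEA. Its log2 fold change was 0.46 (SE 0.15), an increase in PEA, with an adjusted p-value of 0.0644 over all genes tested and 0.0103 adjusted over the list alone of genes the text names as downregulated. The increase was found under each alternative that was run, and its adjusted p-value over those that kept all libraries ranged from 0.0218, with limma-voom, to 0.0691, without a filter on low counts. Over the 12 fits that each left out 1 library, it ranged from 0.00684, without CON replicate 4, to 0.1355. In 10 of these fits Socs1 was not called, and without CON replicate 2 its adjusted p-value was 0.0484.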

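Ccl5 (ENSMUSG00000035042, chromosome 11, 83416602 to 83425942) increased from 734 ± 452 to 1962 ± 805 normalized counts (log2 fold change 1.43, SE 0.33, adjusted p = 0.0122). Cxcl14 (chromosome 13, 56436352 to 56444603) was counted at low levels, with 9.13 ± 6.20 in CON and 27.5 ± 16.6 in PEA (log2 fold change 1.57, SE 0.43, adjusted p = 0.0294). Stat2 (chromosome 10, 128106352 to 128128735) increased from 1110 ± 489 to 1966 ± 360 (log2 fold change 0.83, SE 0.23, adjusted p = 0.0276). Gbp7 (chromosome 3, 142236044 to 142255910) increased from 452 ± 214 to 823 ± 169 (log2 fold change 0.87, SE 0.24, adjusted p = 0.0282). Oas1b (chromosome 5, 120950700 to 120962228) increased from 50.4 ± 29.4 to 102 ± 26.8 (log2 fold change 1.01, SE 0.31, adjusted p = 0.0458). In each of the 5 genes the groups overlapped. Ccl5 was called in all 12 fits that each left out 1 library. Oas1b lost its call in 10 of them, and Stat2, Gbp7 and Cxcl14 in 6.

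All 56 tested genes of an interferon response set written by hand, with Gbp9 and Cmpk2 beside Ccl5 at its head, were higher in PEA (median log2 fold change 0.76, adjusted p = 0.0256 from fry). The exact permutation test of the set score gave p = 0.0173. CON replicates 3 and 6 had the lowest scores, at -1.49 and -1.36, and CON replicate 2, at 0.59, scored within the PEA range of 0.12 to 0.70. With each pair of CON libraries left out in turn, the median log2 fold change ranged from 0.40, without replicates 3 and 6, to 1.21, and the exact p reached 0.0619 in the former case. With the share of uniquely aligned read pairs as a covariate, the median was 0.31. From the increases in Stat2, Oas1b, Gbp7, Cxcl14 and Ccl5, the paper proposes immune priming with weaker NF-κB-driven inflammation.

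**Figure D4:**
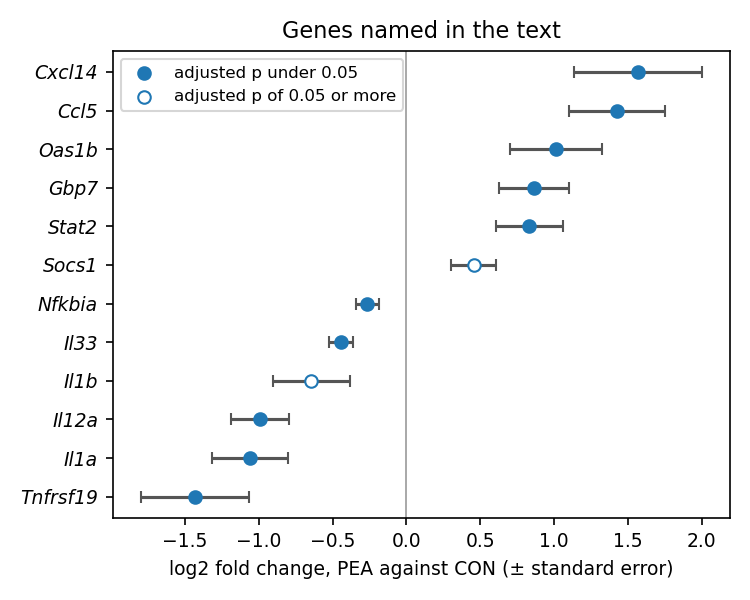
Log2 fold change ± SE, PEA against CON (horizontal), of the 12 genes named in the text for cytokine, NF-κB and interferon signalling (vertical); filled points have an adjusted p-value below 0.05 and open points do not. Socs1 (0.46) lies on the side of the upregulated genes, and Socs1 and Il1b are the open points.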

We also observed upregulation of interferon‐related genes *Stat2*, *Oas1b*, *Gbp7*, and chemokines *Cxcl14*, *Ccl5*, suggesting immune priming while attenuating NF‐κB‐driven inflammation.

These findings and prior literature would be supportive of the hypothesis that PEA directly or indirectly activates PPAR‐α as reported in neural and immune cells. However, we found that *Ppara* was expressed at extremely low levels in C2C12 myotubes, <10 normalized counts and unaffected by PEA treatment. 

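Ppara (ENSMUSG00000022383, chromosome 15, 85618656 to 85687067) had 5.32 ± 4.33 normalized counts in CON and 6.38 ± 4.26 in PEA (n = 6 each, exact permutation test, p = 0.487). Libraries held between 1 and 13 estimated counts of Ppara. Values above 10 normalized counts were found in 2 of the 12 libraries, CON replicate 2 (10.7) and PEA replicate 4 (13.1). The gene fell below the filter on low counts. Without the filter its log2 fold change was 0.33 (adjusted p = 0.824), and it was -0.01 without PEA replicate 4. A difference in Ppara was not detectable at this depth.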

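In a set of genes commonly listed as PPARα targets, written by hand before the data were examined, 13 of 30 tested members were higher in PEA and 17 were lower (median log2 fold change -0.02). The set was not called as a whole by fry (adjusted p = 0.414), whereas fry's test for changes in mixed directions, which includes the genes named next, gave an adjusted p-value of 5.0e-13. That mixed test passed the threshold for every set, from this one to muscle contraction (0.0333), with the NF-κB targets at 5.2e-05. Passing it is therefore not specific to the PPARα targets. The direction given by camera was reversed under fry and under 3 of the other settings that kept all libraries. Individual members changed in opposite directions. Angptl4 rose from 2216 ± 196 to 3218 ± 203 normalized counts (log2 fold change 0.54, SE 0.06, adjusted p = 2.4e-04). Cpt1a rose from 3035 ± 127 to 3688 ± 151 (log2 fold change 0.28, SE 0.04, adjusted p = 9.4e-04) and Pdk4 from 338 ± 40.8 to 495 ± 76.8 (log2 fold change 0.56, SE 0.10, adjusted p = 0.00339). In all of these, every PEA library was above every CON library. Of the other members, which were named after their values had been seen, Acot2 was higher (0.53), and Cd36 (-0.48), Fabp3 (-0.37) and Hadhb (-0.27) were lower in log2 fold change with adjusted p-values below 0.05.

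Of 10 tested genes for PEA synthesis, breakdown and signalling, Mgll was called, as lower in PEA (log2 fold change -0.57, SE 0.17, adjusted p = 0.0425). That call was lost in several fits, for example with libraries thinned to the smallest (0.0900). Cnr1 had 40.4 ± 12.6 normalized counts in CON and 65.6 ± 22.8 in PEA (log2 fold change 0.71, SE 0.26, adjusted p = 0.0844), and was called in the highest of the pairings of libraries (0.0333). Ppard and Pparg, with 1062 ± 41.4 and 114 ± 24.5 normalized counts in CON, did not differ between the groups (adjusted p = 0.309 and 0.615). Abhd4 was not called (log2 fold change 0.21, adjusted p = 0.0675), but was called as higher under DESeq2 (0.0428), with the replicate number as a block (0.0296) and without CON replicate 2 (0.00655). Dagla, Gde1 and Napepld were called under no alternative. Adjusted over the list alone, 3 genes that were higher in PEA passed the threshold. Trpv1 was near 0 in both groups, with means of 0.945 and 0.350 normalized counts. Cnr2 and Gpr55 were not analysed here.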

While we did not assess *Ppara* activity or protein abundance directly, our data suggest that PEA's effects may not be wholly through modulation of *Ppara* activity, but through *Ppara‐independent* mechanisms, potentially involving alternative immune‐modulatory pathways.

## 4 DISCUSSION

The aims of this study were to (i) determine whether palmitoylethanolamide (PEA) influences skeletal muscle myogenesis and (ii) characterize the acute transcriptional response of differentiated myotubes to PEA treatment. We observed that PEA exposure accelerated cell cycle exit and elicited a distinct transcriptomic profile, with 1952 genes differentially expressed compared with controls (1028 upregulated and 924 downregulated). Notably, expression of N‐acylethanolamine acid amidase (*Naaa*) was markedly higher and significantly upregulated, whereas fatty acid amide hydrolase (*Faah*) exhibited low expression and no significant change, suggesting *Naaa* may be the dominant enzyme for PEA hydrolysis in muscle. 

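Receptors and cell death genes were taken from those drawn in Figure 7, and were grouped after their values had been seen. Tnfrsf10b (ENSMUSG00000022074, chromosome 14, 70004916 to 70021860), which encodes a death receptor, rose from 916 ± 68.4 to 1199 ± 93.7 normalized counts (log2 fold change 0.39, SE 0.06, adjusted p = 0.00134). Il3ra, a cytokine receptor gene, rose from 183 ± 33.3 to 246 ± 36.8 (log2 fold change 0.44, SE 0.13, adjusted p = 0.0366). Osmr was also called (0.27), while Il13ra1 (0.23), Il17ra (0.19) and Il1r1 (0.19) were higher in log2 fold change without passing the threshold. Of the receptor genes drawn as downregulated, Tnfrsf19 (-1.43), Lifr (-0.39), Csf2rb (-0.35) and Pdgfrb (-0.27) were called as lower. Their adjusted p-values were 0.0204, 0.00577, 0.00681 and 0.00462. Among cell death genes, Pidd1 (chromosome 7, 141018026 to 141023938) rose from 136 ± 19.9 to 222 ± 42.9 normalized counts (log2 fold change 0.72, SE 0.14, adjusted p = 0.00460). Atm rose from 114 ± 18.3 to 162 ± 25.8 (log2 fold change 0.49, SE 0.13, adjusted p = 0.029). Casp8 (0.27) and Ripk1 (0.27) were called by edgeR's test, and Ripk3 (0.44) and Ppp1r13l (0.27) were not. DESeq2 called Ripk3 (adjusted p = 0.0418) and Ppp1r13l (0.0419). It also called the receptor genes Il13ra1 (0.03425), Il17ra (0.04298) and Il1r1 (0.0388). Il3ra and Atm lost their calls when single libraries were left out, with adjusted p-values of 0.0830 and 0.0669 without CON replicate 6.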

The transcriptional landscape also featured upregulation of cytokine receptors and apoptosis‐related genes, indicative of heightened immune responsiveness, alongside downregulation of pro‐inflammatory cytokines and NF‐κB regulators, consistent with dampened inflammatory signaling potentially via alternative pathways. Strikingly, peroxisome proliferator‐activated receptor alpha (*PPARα*), often considered the primary mediator of PEA's effects, was expressed at low levels in C2C12 myotubes and remained unchanged with treatment, challenging the view that PPARα is the dominant signaling route in muscle. Taken together, these findings not only support an inflammation‐resolving role for PEA in skeletal muscle but also provide, to our knowledge, the first comprehensive transcriptomic evidence in myotubes revealing immune‐modulatory and metabolic signatures that occur independently of canonical PPARα signaling.

Cell cycle analysis via flow cytometry revealed that 24‐h exposure to 10 μM significantly increased the proportion of cells in the G0/G1 phase, with a corresponding decrease in the S‐phase. This accumulation of cells in the G0/G1 phase is indicative of G1‐phase arrest and suggests that PEA may impede cell cycle progression. This aligns with previous studies in other cell types where PPARα activation has been shown to induce G0/G1 cell cycle arrest through downregulation of G1/S transition regulators such as cyclin D1, CDK4, and CDK2 (Gizard et al., 2005; Lien et al., 2013). These effects are specifically mediated by selective PPARα agonists, including WY‐14,643 and GW7647, indicating a direct ligand‐dependent role of PPARα in cell cycle regulation (Gizard et al., 2005; Lien et al., 2013). Such G1 arrest is a common feature of anti‐proliferative signaling and may explain the reduced number of myotubes observed following PEA treatment. Interestingly, although PPARα is typically considered the principal mediator of PEA's effects, it was expressed at low levels and remained unchanged following PEA treatment in our transcriptomic dataset. This suggests that PEA may exert similar anti‐proliferative effects via alternative signaling pathways. Supporting this, Pagano et al. (2021) demonstrated that ultra‐micronized PEA (um‐PEA) exerted anti‐proliferative effects on two different colon adenocarcinoma cell lines via PPARα and GPR55 antagonists. Collectively, these findings provide further evidence that PEA may regulate cell cycle progression, contributing to the suppression of myoblast proliferation observed in the present study and influencing subsequent myotube formation.

A novel finding in the current study relates to the PEA hydrolysing enzymes N‐acylethanolamine acid amidase (*Naaa*) and fatty acid amide hydrolase (*Faah*), which hydrolyse PEA to palmitic acid and ethanolamine. *Naaa* catalyzes the hydrolysis of PEA primarily in lysosomes at acidic pH using a cysteine‐based mechanism and exhibits high substrate selectivity for saturated N‐acylethanolamines (NAEs) such as PEA (Scalvini et al., 2020; Tsuboi et al., 2005; Ueda et al., 2010). In contrast, *Faah* catalyzes PEA hydrolysis less efficiently in the endoplasmic reticulum at neutral pH using a serine hydrolase mechanism and preferentially hydrolyses unsaturated NAEs such as anandamide (Ahn et al., 2008; Cravatt et al., 1996). Our data indicate that exposure of skeletal muscle myotubes to 10 μM PEA led to significant induction of *Naaa* gene expression versus control. In contrast, *Faah* expression was unaltered. Notably, *Naaa* reads were ~20 fold higher than *Faah* suggesting that *Naaa* dependent PEA hydrolysis may be the dominant mechanism of metabolism in muscle cells and requires further targeted experiments to confirm this.

Finally, PEA is known for its anti‐inflammatory and neuroprotective properties. Our data support this in skeletal muscle cells, as PEA‐treated muscle cells exhibited a distinct transcriptional profile characterized by the downregulation of NF‐κB target genes including *Il1a*, *Il1b*, Il12a, *Il33*, and *Tnfrsf19*. This transcriptional shift is particularly relevant as NF‐κB activity has been widely implicated in skeletal muscle wasting and impaired regeneration (Glass, 2005; Li et al., 2008). Suppression of NF‐κB target cytokines by PEA therefore suggests a potential role in promoting a pro‐regenerative and anti‐catabolic environment. Coupled with increased fusion index, these data raise the possibility that PEA modulates muscle differentiation by reducing inflammatory signaling while permitting enhanced myonuclear accretion. However, whether this translates into functional benefits such as improved regeneration following injury or attenuation of muscle atrophy in chronic disease remains to be established. Importantly, these conclusions are based on coordinated changes in NF‐κB–regulated gene expression rather than direct assessment of NF‐κB signaling activity. While the transcriptional signature observed here is consistent with reduced NF‐κB–dependent inflammatory output, we do not claim direct biochemical inhibition of the NF‐κB pathway. Direct interrogation of NF‐κB signaling dynamics, including p65 phosphorylation, IκB degradation, or nuclear translocation, would be required to confirm pathway‐level inhibition and represents an important direction for future mechanistic studies.

An important and unexpected aspect of the transcriptional response to PEA was the apparent divergence between NF‐κB–associated inflammatory signaling and interferon‐related pathways. While NF‐κB target genes were broadly downregulated, several interferon‐responsive genes and cytokine receptors were upregulated, suggesting that PEA does not induce global immunosuppression but instead promotes selective immune reprogramming. This pattern is consistent with emerging models in which resolution of inflammation involves suppression of pro‐inflammatory NF‐κB–driven cytokine networks alongside preservation or enhancement of innate immune surveillance and stress‐response pathways. Interferon signaling has been implicated in cellular differentiation, antiviral defense, and immune homeostasis, and may therefore reflect an adaptive, protective response rather than a pro‐inflammatory state. Such pathway divergence supports the concept that PEA acts as an immunomodulator rather than a simple anti‐inflammatory agent, selectively dampening deleterious inflammatory signaling while maintaining or enhancing context‐appropriate immune responsiveness.

### 4.1 Limitations

A major challenge in cell culture experiments is the translation of findings to in vivo conditions, particularly regarding the concentrations of compounds under investigation. Briskey et al. (2020) reported that following the consumption of 300 mg of PEA, peak plasma concentrations reached ~19.08 pmol·mL^−1^ at 125 min, equivalent to about 0.019 μM. To enhance absorption, they also examined Levagen+, a PEA formulation utilizing dispersion technology. Peak plasma concentrations of Levagen + were elevated to ~27.1 pmol·mL^−1^ at 105 min post‐consumption, equivalent to about 0.027 μM (Briskey et al., 2020). It is important to note that both endogenous PEA levels and exogenously administered PEA have been reported to result in low plasma concentrations due to poor absorption (Beggiato et al., 2019; Hauer et al., 2013). While plasma concentration and what the muscle is exposed to in the extracellular fluid may differ, it is important to recognize that we used a considerably higher concentration of PEA in our in vitro studies (10 μM).

While our transcriptomics experiment investigated the effects of PEA on mature myofibers, it's important to acknowledge that our in vitro model contains a subpopulation of unfused myoblasts. During differentiation, not all C2C12 myoblasts successfully fuse into multinucleated myotubes, and previous studies have documented the presence of unfused myoblasts remaining in the culture (Veliça & Bunce, 2011). These residual myoblasts could contribute to the observed expression of cell‐cycle‐related transcription factors/genes, as they may still be actively proliferating or transitioning into a differentiated state. This variability within the cell population should be considered when interpreting our results.

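In these libraries, markers of myoblasts and muscle progenitors were not higher in PEA. Of 20 tested markers in a set written by hand, 7 were higher and 13 lower (median log2 fold change -0.08, adjusted p = 0.0898 from fry). Camera called the set as lower in PEA without CON replicate 3 (adjusted p = 0.0112), without PEA replicate 1 (0.0490) and without PEA replicate 6 (0.0497), and fry did so after removal of the trend with exon length and GC content (0.00760). Pax7 had 114 ± 25.8 normalized counts in CON and 111 ± 17.8 in PEA, and Myf5 had 477 ± 76.3 and 508 ± 45.2; both were named after their values had been seen. Id3, Hes1 and Cdh15 were lower, with log2 fold changes of -0.40, -0.38 and -0.25, and the call of Cdh15 was lost in several fits that left out 1 library.

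Of 13 tested regulators of the transition from G1 to S phase, 3 were called, all as higher in PEA, and the number was 3 adjusted over the list alone. Ccne1 (ENSMUSG00000002068, chromosome 7, 37797404 to 37808264) rose from 281 ± 55.6 to 497 ± 52 normalized counts without overlap (log2 fold change 0.83, SE 0.11, adjusted p = 4.7e-04). Ccne2 rose from 247 ± 28.5 to 336 ± 36.6 (log2 fold change 0.44, SE 0.09, adjusted p = 0.00838). E2f1 rose from 641 ± 75.9 to 761 ± 60.4 (log2 fold change 0.25, SE 0.08, adjusted p = 0.0426), and 10 of the 12 fits that each left out 1 library gave an adjusted p-value of 0.05 or more for it. Ccnd1, Ccnd2, Ccnd3, Cdk2, Cdk4, Cdk6, Cdkn1a, Cdkn1b, Cdkn1c and Rb1 were not called, with log2 fold changes between -0.19 and 0.13. Ccnd1 was called as higher in the highest of the pairings of libraries (adjusted p = 0.0261), and Ccnd2 without CON replicate 4 (0.0321).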

Messenger RNA provides a valuable molecular snapshot of the cellular response to perturbations in homeostasis and typically precedes changes in protein synthesis. However, the extent to which transcript abundance reflects alterations in peptide synthesis remains uncertain, and we cannot exclude the possibility of a “first exposure” effect, whereby an initial challenge may not reliably reproduce the transcriptomic shifts observed here.

Finally, while transcriptomic profiling provides a high‐resolution and unbiased assessment of cellular responses to PEA, we did not perform orthogonal biochemical validation of signaling pathway activity. As such, pathway‐level interpretations are based on gene expression patterns and enrichment analyses rather than direct measurements of protein phosphorylation or subcellular localisation.

### 4.2 Conclusion

Taken together, this study provides the first comprehensive transcriptomic characterization of skeletal muscle myotubes exposed to PEA, revealing coordinated immune‐modulatory, metabolic, and cell cycle–regulatory responses that occur independently of canonical PPARα gene activation. The marked induction of *Naaa* relative to *Faah* suggests a muscle‐specific bias toward lysosomal PEA hydrolysis, representing a novel aspect of PEA metabolism in this tissue. These findings expand current understanding of PEA's molecular actions beyond neural and immune systems, highlighting previously unrecognized pathways through which PEA may influence muscle inflammation, regeneration, and adaptation. To facilitate further discovery and reproducibility, all RNA‐seq data from this study are openly available via the Gene Expression Omnibus (GEO accession number GSE307376). Future work should now establish whether PEA's dual actions, restricting proliferation while enhancing fusion and dampening inflammatory signaling, translate into functional benefits for muscle growth, recovery from injury, or adaptation to exercise in vivo.

## AUTHOR CONTRIBUTIONS

Paige L. Cole performed experiments, analyzed data, created figures and wrote the manuscript. Scott H. Gillham performed experiments and analyzed data. Mark R. Viggars performed bioinformatics of RNA sequencing data and created figures. Graeme L. Close conceived the experimental design and edited manuscript drafts. Daniel J. Owens directed the project, wrote the manuscript, analyzed RNA sequencing data and created figures.

## FUNDING INFORMATION

DJO received a research grant from Gencor Pacific Ltd. for a PhD studentship for PLC.

## Supporting information

Table S1

## Data Availability

All RNA‐seq data from this study are openly available via the Gene Expression Omnibus (GEO accession number GSE307376).

# Supplementary material for: Palmitoylethanolamide (PEA) regulates cell cycle progression and promotes an anti‐inflammatory transcriptomic signature in C2C12 skeletal muscle cells
**Source:** Physiol Rep. 2026 Feb 15;14(4):e70780. doi: 10.14814/phy2.70780
**Supplement:** Supplementary file 1 — Table S1

| Sample name | Treatment | Total reads | Total alignments | Aligned | Total unaligned | Unaligned | Total unique singleton | Unique singleton | Total unique paired | Unique paired | Total non-unique paired | Non-unique paired | Total non-unique singleton | Non-unique singleton | Coverage | Avg. coverage depth | Avg. length | Avg. quality | %GC |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| GC-DO-10348-C1_S9 | Control | 64,126,659 | 148,292,088 | 96.86% | 2,016,012 | 3.14% | 6 | 0% | 55,332,977 | 86.29% | 6,777,663 | 10.57% | 1 | 0% | 2.90% | 119.88 | 64.46 | 33.41 | 50.52% |
| GC-DO-10348-C2_S19 | Control | 22,713,571 | 52,619,782 | 97.00% | 682,535 | 3.00% | 1 | 0% | 19,635,835 | 86.45% | 2,395,199 | 10.55% | 1 | 0% | 2.34% | 52.69 | 64.46 | 33.42 | 50.59% |
| GC-DO-10348-C3_S21 | Control | 23,564,379 | 55,805,953 | 97.51% | 587,479 | 2.49% | 8 | 0% | 20,252,265 | 85.94% | 2,724,624 | 11.56% | 3 | 0% | 2.46% | 53.24 | 64.46 | 33.41 | 50.20% |
| GC-DO-10348-C4_S8 | Control | 19,886,054 | 46,270,354 | 97.19% | 558,430 | 2.81% | 10 | 0% | 17,190,309 | 86.44% | 2,137,305 | 10.75% | 0 | 0% | 2.18% | 49.73 | 64.46 | 33.43 | 50.39% |
| GC-DO-10348-C5_S17 | Control | 15,546,529 | 36,181,618 | 97.27% | 423,831 | 2.73% | 4 | 0% | 13,472,335 | 86.66% | 1,650,359 | 10.62% | 0 | 0% | 2.11% | 40.19 | 64.46 | 33.43 | 50.73% |
| GC-DO-10348-C6_S3 | Control | 24,091,894 | 56,408,542 | 97.02% | 717,115 | 2.98% | 2 | 0% | 20,681,513 | 85.84% | 2,693,262 | 11.18% | 2 | 0% | 2.30% | 57.53 | 64.46 | 33.42 | 50.47% |
| GC-DO-10348-P1_S22 | PEA | 23,008,571 | 53,412,677 | 96.97% | 696,750 | 3.03% | 3 | 0% | 19,839,086 | 86.22% | 2,472,731 | 10.75% | 1 | 0% | 2.36% | 53.22 | 64.46 | 33.42 | 50.46% |
| GC-DO-10348-P2_S27 | PEA | 20,274,123 | 46,544,990 | 97.31% | 545,769 | 2.69% | 4 | 0% | 17,756,195 | 87.58% | 1,972,155 | 9.73% | 0 | 0% | 2.43% | 44.90 | 64.46 | 33.45 | 51.12% |
| GC-DO-10348-P3_S4 | PEA | 22,287,816 | 51,565,237 | 96.89% | 692,756 | 3.11% | 5 | 0% | 19,240,156 | 86.33% | 2,354,898 | 10.57% | 1 | 0% | 2.34% | 51.71 | 64.46 | 33.42 | 50.40% |
| GC-DO-10348-P4_S18 | PEA | 23,650,087 | 54,604,957 | 97.14% | 676,699 | 2.86% | 1 | 0% | 20,541,739 | 86.86% | 2,431,648 | 10.28% | 0 | 0% | 2.29% | 55.97 | 64.46 | 33.42 | 50.56% |
| GC-DO-10348-P5_S2 | PEA | 23,336,888 | 53,723,675 | 97.13% | 669,875 | 2.87% | 6 | 0% | 20,296,373 | 86.97% | 2,370,633 | 10.16% | 1 | 0% | 2.29% | 55.06 | 64.46 | 33.42 | 50.67% |
| GC-DO-10348-P6_S15 | PEA | 28,064,149 | 64,881,658 | 97.30% | 757,432 | 2.70% | 6 | 0% | 24,442,616 | 87.10% | 2,864,094 | 10.21% | 1 | 0% | 2.58% | 59.10 | 64.46 | 33.42 | 50.69% |

**Supplementary Table 1.** Post alignment QA/QC report.

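Table S1 summarizes how the reads of each library aligned to the genome. A read pair is unique when it aligned to 1 place, non-unique when it aligned to several, and a singleton when only 1 read of the pair aligned. Libraries held between 15546529 and 64126659 read pairs, and between 96.9% and 97.5% of them aligned. Unique pairs made up 86.3 ± 0.319% (SD, n = 6) of read pairs in CON and 86.8 ± 0.505% (SD, n = 6) in PEA. The exact permutation test of this difference gave p = 0.0411, with an adjusted p-value of 0.206 over the 5 library measures compared. The share of aligned pairs did not differ (exact permutation test, p = 0.881), nor did GC content (exact permutation test, p = 0.245). The deposited tables held between 91.1 and 92.7 estimated counts per 100 unique pairs, so the library totals in the tables follow the depth reported in Table S1. CON replicate 1 was the deepest library in both.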

How the deposited data were processed for this re-analysis (not part of the article)

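The analysis used 12 RNA-seq libraries of C2C12 myotubes, 6 treated with vehicle (CON) and 6 with 10 μM PEA for 24 h from day 8 of differentiation. Conditions were taken from the sample labels and from Table S1, which name the same libraries except for PEA replicate 2. The labels hold 13 entries because PEA replicate 2 has a run and a top-up run, of which Table S1 lists the top-up. Both name 1 set of counts, which entered as 1 library, and whether it holds the top-up alone or both runs is not stated. Which libraries are duplicate wells of the same repeat of the experiment is not stated in the labels.

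The authors removed reads of low quality, aligned the rest to mm39, quantified them to Ensembl genes in Partek Flow, and filtered the counts by a rule that the paper's text does not name. In the deposited table each gene had a total of at least 10 estimated counts over the libraries. The first table they deposited holds the estimated count of each gene, without normalization. The second deposited table holds a signal, the same estimated counts divided by 1 factor per library (DESeq2 median-ratio normalization), on a linear scale. The ratio of the tables was checked to be constant over genes within each library. Both tables have 16384 columns, of which 16382 are genes, and end at identifier ENSMUSG00000089774. Of the 21770 protein-coding genes of the annotation, 2240 have higher identifiers and were not used here. The annotation (GENCODE for GRCm39) gave symbols and positions for 16343 of the 16382 identifiers.

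Estimated counts were rounded to whole numbers. The primary test was edgeR 4.0.16 (quasi-likelihood test, TMM normalization, edgeR's default filter on low counts) in R 4.3.3, over 13142 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. TMM factors lay between 0.988 and 1.02, and the median log2 fold change of all genes tested was 0.01. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives and for gene sets, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for tables and figures. Log2 CPM used a prior count of 2, and log2 of the deposited normalized counts a pseudocount of 1. Gene sets were tested with camera (preset correlation 0.01), with camera at an estimated correlation and with fry, over 13 sets: S phase, G2 and M phase, amino acid response, protein folding, cytosolic ribosomal proteins, oxidative phosphorylation, muscle contraction, interferon response, NF-κB targets, PPARα targets, p53 targets, fibroblast matrix, and myoblast and progenitor markers. The score of a set is the mean over its members of log2 CPM, each centred on its mean over the libraries. Single measures were compared by a two-sided exact permutation test, with gene counts on the log2 scale.

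Libraries held a median of 18420606 estimated counts, and the edgeR estimate of the biological coefficient of variation was 0.106. The estimates and their errors cover counting error and the spread between libraries only. The tests were tested on simulated data of the same size, in which edgeR recovered 171 of 198 changed genes with 5.53% false calls, and DESeq2 recovered 173 of 200 with 11.7% false calls. The simulated libraries were independent, and every simulated change was larger than the median absolute log2 fold change of 0.31 among genes called here. Recovery of smaller changes, and false calls among libraries that are duplicate wells, were therefore not tested.

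The genes named in the text are every gene the paper names in its results on metabolizing enzymes and inflammation, every gene of Figure 7 as counts or as the members with the largest change, a list of genes for PEA synthesis, breakdown and signalling, a list of regulators of the transition from G1 to S phase, the 5 genes with the largest increase and the 5 with the largest decrease among called genes without overlap between the groups, and the 3 members of each set with the smallest p-value. This rule, the lists, the sets, the primary tests and the alternatives were set before the data were examined, apart from the later choices named with their results. Genes named outside it are marked in the text.

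The alternatives were DESeq2, limma-voom, median-of-ratios size factors, no filter on low counts, at least 10 counts in every library, unrounded counts, libraries thinned to the smallest total, the deposited normalized counts in limma, the replicate number as a block, an adjusted p-value below 0.01, libraries summed in pairs (100 of 225 pairings) and each library left out in turn. For the ratio of Naaa to Faah they were the deposited normalized counts, the median over libraries and division by exon length, and the ratio of the mean normalized counts was added after the data had been seen. For single genes, the pairings are given by the median adjusted p-value and by the pairings with the lowest and the highest log2 fold change. Calls of single genes in the remaining pairings were not examined, so statements on all alternatives leave those out. Other samples and assays of the paper were not analysed here.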

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

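The lists of values examined here were set before the data were examined, whereas the tests on the p53 targets for library size and for gene length and GC content were chosen after the result was seen, and the condition on fry in the test of uniquely aligned read pairs was added after its value was seen.

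Within each group of 6 libraries, 14 of 216 sets of values had a library far from the others by Dixon's criterion (the gap to the nearest library over the whole range), where chance gives 10.8. Napepld was high in PEA replicate 5, with 198 normalized counts against 147 to 157 in the other PEA libraries (gap over range 0.80). Ccnd3 was low in PEA replicate 4 (3933 against 4563 to 4723, gap over range 0.797). Ccne1 was high in CON replicate 2 (385 against at most 283, 0.635), E2f1 high in CON replicate 3 (786 against 561 to 640, 0.650) and Pdk4 high in PEA replicate 5 (647 against 434 to 487, 0.750). Gde1 was low in PEA replicate 5 (0.628) and Atad2 low in PEA replicate 2 (778 against 928 to 987, 0.717). Ccn1 was high in CON replicate 5 (0.708) and Pdia3 high in CON replicate 2 (0.653). At low counts, Mab21l4 was high in CON replicate 4 (18.2 against at most 13.4, 0.669), 9330161L09Rik was low in PEA replicate 1 (0.646), and Trpv1 was above 0 mainly in CON replicate 1 (0.766) and solely in PEA replicate 1 among the PEA libraries (gap over range 1.00). These cases spread over several libraries, and their number is near the one chance gives. Trpv1 was counted at or near 0 throughout, so counting error applies there. No biological explanation was tested, since the libraries of a group share their treatment.

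The total of CON replicate 1, at 50397444 estimated counts, was far above the other CON libraries (12354845 to 19083862, gap over range 0.823). Table S1 reports the same excess in read pairs, so it comes from sequencing depth. Unequal depth could add calls between the groups. With all libraries thinned to the smallest total, 1360 genes were called in place of 1452, of which 1233 were shared, which argues against depth as the cause of most calls. The replicate itself lay at -8.42 on PC1, between the other CON libraries.

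Targets of p53, a set that the paper does not discuss, were higher in PEA for 27 of 30 members (median log2 fold change 0.17, adjusted p = 0.00223 from fry), with Tnfrsf10b, Gdf15 and Polk at the head, and all 6 PEA libraries scored above every CON library (exact permutation test, p = 0.00216, the smallest possible). Under an estimated correlation the adjusted p-value was 0.101. Of 100 splits of the libraries into equal groups, 1, the split by treatment, gave a camera p-value as small. After removal of the trend of each library with exon length and GC content, the median was 0.140, against 0.19 before it in limma-voom, and after thinning to the smallest library it was 0.177. With the share of uniquely aligned read pairs as a covariate it was 0.137, or 79.1% of its value, and the set was still called by fry (0.0339). These values argue against each of these technical explanations as the whole cause. A response of p53 target genes to PEA may underlie the shift, as a hypothesis found and tested on the same libraries. Against it, Cdkn1a, a gene commonly listed as a p53 target, did not rise (log2 fold change -0.05). It was called in 0 of 24 alternatives. Gdf15 is also a member of the amino acid response set, so the shift need not come from p53. The treatment stays confounded with any unrecorded difference in handling between CON and PEA wells.

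Atp6v0d2, the largest decrease among called genes without overlap, is not discussed in the paper (log2 fold change -1.79, adjusted p = 7.3e-04). All 6 PEA libraries lay below every CON library. Its log2 fold change lay between -1.87 and -1.69 over the alternatives that kept all libraries, thinning among them, and between -1.92, without CON replicate 2, and -1.61, without CON replicate 3, when single libraries were left out, which argues against depth or 1 library as its cause. No other technical explanation was tested for this gene, and an effect of PEA stays open.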

How the results depend on the processing

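The alternatives below were set before the data were examined, except the ratio of the mean Naaa and Faah normalized counts, which was chosen after the data had been seen. Where a result changed, the cause was not tested, apart from the smaller number of libraries or the stricter threshold that an alternative brings by construction.

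Of 1452 differentially expressed genes, 1405 were also called by limma-voom (1628 genes in all), 1421 with median-of-ratios size factors (1470), 1301 without a filter (1323), 1411 with at least 10 counts in every library (1453), 1451 with unrounded counts (1451), 1287 from the deposited normalized counts in limma (1356) and 1434 by DESeq2 (1915). These totals, and those of upregulated and downregulated genes, stayed within 1.5 times the main number, as did the numbers of Figure 7 genes and of genes the paper names. With the replicate number as a block, 1570 genes were called, of which 1277 were shared. Same-numbered CON and PEA libraries were not alike (correlations of their deviations from -0.08 to 0.06), so a block by replicate number has no support in the data. A block by repeat of the experiment was not fitted, since the libraries of each repeat are not known, and its effect stays open.

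At an adjusted p-value below 0.01, 405 genes were called (282 upregulated, 123 downregulated), with 2 of the genes the paper names and 11 of those in Figure 7. With libraries summed in pairs, the 100 pairings gave from 191 to 2374 genes (159 to 1272 upregulated and 32 to 1132 downregulated), at lowest 0 of the genes the paper names and 5 of those in Figure 7, and 0 pairings gave no gene. The true pairs are not known and may be among the pairings that were not drawn, so the count for the true pairs may lie outside this range.

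Across the 12 fits that each left out 1 library, from 778 (without PEA replicate 6) to 2203 (without CON replicate 2) genes were called, with 492 to 1232 upregulated, 286 to 971 downregulated, 22 to 54 of the Figure 7 genes and 5 to 10 of the genes the paper names. The fit without PEA replicate 6 shared 773 of its 778 genes with the full set, and the fit without CON replicate 2 called 1407 of the 1452.

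Naaa passed the threshold under DESeq2 (log2 fold change 0.298, adjusted p = 0.0441), without CON replicate 2 (0.0399) and without PEA replicate 3 (0.0284). The other alternatives did not call it, where the pairings of libraries were examined only by their median and at the extremes of its log2 fold change. Across the fits that left out 1 library, its log2 fold change ranged from 0.243 to 0.358. Faah and Ppara were called under no alternative. When 1 library was left out, the log2 fold change of Ppara ranged from -0.0142, without PEA replicate 4, to 0.694, without CON replicate 2. Over the alternatives that kept all libraries it ranged from 0.295 to 0.695. At 1 to 13 counts per library the depth does not show a difference of this size. With at least 10 counts in every library, Faah and Ppara gave no value. The ratio of Naaa to Faah ranged from 21.3 (without CON replicate 4) to 33.8 when 1 library was left out, and was 65.5 after division by exon length, 18.5 as a median and 16.9 as the ratio of the means.

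Of the values of 81 other genes under all alternatives, 1785 were the same in direction and side of the threshold, 131 were weaker, 14 stronger and 3 reversed. The reversed values were the log2 fold changes of Cdkn1b (-0.0279) and Cdkn1c (0.218) with libraries thinned to the smallest, and of Cdkn1b when 1 library was left out (-0.00072, without CON replicate 2, to 0.0613); none of these was called. Socs1 and Il1b moved past the threshold under alternatives given with the differences from the paper. Ccnd1, Ccnd2, Cnr1 and Abhd4 did so under alternatives given with their results.

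The separation of the groups along PC1 gave an exact p of 0.00649 under each alternative that kept all libraries, and 0.00216 to 0.00866 when 1 library was left out.

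Camera with an estimated correlation called 0 of the 13 sets in place of 9. The adjusted p-values became 0.101 for the G2 and M phase, amino acid response, oxidative phosphorylation and p53 sets, 0.0597 for S phase, 0.128 for ribosomal proteins, 0.131 for protein folding, 0.187 for interferon response and 0.359 for muscle contraction. By fry, muscle contraction was not called (0.198). Size factors, the stricter filter, thinning and the block changed no call. The PPARα target set had no stable direction. Its direction was opposite to that of the first fit by fry (adjusted p = 0.414), with at least 10 counts in every library (0.951), with the block (0.903), with thinning (0.897) and in 6 of the fits without 1 library (adjusted p from 0.654 to 0.968 over these 12 fits). When 1 library was left out, the fibroblast matrix set ranged from an adjusted p of 0.0140 (without CON replicate 2) to 0.524, and the myoblast and progenitor set from 0.0112 (without CON replicate 3) to 0.156, past the threshold also without PEA replicate 1 (0.0490) and PEA replicate 6 (0.0497).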

Differences from the paper's values

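The comparisons below use tests and alternatives set before the data were examined, except where said.

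The paper states that Naaa reads were 20 times those of Faah, whereas the mean ratio over all libraries was 31.6 here. Among the alternatives set before the data were examined, the median over libraries (18.5) and the means without CON replicate 2 (28.1) and without CON replicate 4 (21.3) were within 1.5 times the paper's value. The deposited normalized counts (31.6), division by exon length (65.5) and the other fits that left out 1 library (32.1 to 33.8) did not. The ratio of the mean normalized counts, chosen after the values were seen, was 16.9.

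The paper's numbers of differentially expressed, upregulated and downregulated genes, 1952, 1028 and 924, compare with 1452, 829 and 623 here, each within 1.5 times. The tables analysed leave out genes with higher identifiers. DESeq2 gave 1915, 987 and 928.

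The text of the paper lists Socs1 among the downregulated genes, while Figure 7 draws it as upregulated. Its log2 fold change here was 0.46, an increase (adjusted p = 0.0644), and it was called as increased under DESeq2 (0.036), limma-voom (0.0218), the replicate block (0.0486), the highest of the pairings (0.0269), and without CON replicate 2 (0.0484) or CON replicate 4 (0.00684). No alternative gave a decrease.

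The paper reports Naaa as significantly upregulated, whereas its adjusted p-value was 0.0595 here. DESeq2, the tool the paper used, called it (0.0441), as did the fits without CON replicate 2 (0.0399) and without PEA replicate 3 (0.0284). Il1b, which the paper reports as downregulated, had an adjusted p-value of 0.116 and was called with libraries thinned to the smallest (0.0442) and without PEA replicate 3 (0.0421). Of the 60 genes that the paper draws as differentially expressed in Figure 7, 43 were called here and 58 by DESeq2.

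The paper gives Ppara as below 10 normalized counts. Its group means were, but CON replicate 2 had 10.7 and PEA replicate 4 had 13.1. In the principal components the paper sees distinct clusters. Along PC1 alone, CON replicate 2 had a higher score (9.58) than the lowest PEA library (5.61) under the primary settings. On PC2 it scored -14.6, below the lowest PEA score of -0.973, so no CON library lay within the PEA range on both components. The share of PC1 is about 22% in Fig. 5a, read by eye, and 30.1% here. Log2 of the deposited normalized counts gave 16%.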

Other observations

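The tests that left out pairs of libraries, those of the PPARα target genes, of the myoblast markers against the S-phase genes and of the CON libraries along PC1, those of the interferon response for depth and for gene length, and that of protein folding for gene length were chosen only after the result was seen; the condition that fry must also call a set in the tests of uniquely aligned read pairs, and the rule by which the test of the lowest CON libraries is left undecided for the interferon response, were added after their values were seen.

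Other splits of the 12 libraries into 6 and 6 were compared with the split by treatment, using 100 splits drawn from all possible ones. As many differentially expressed genes were found in 1 of the 100, the split by treatment itself, and this number was also 1 for upregulated genes, for downregulated genes, for the genes the paper names and for the genes of Figure 7. The highest number in any other split was 16, and 97 other splits gave 0 genes. The same comparison was less favourable to the gene sets under camera's preset correlation. Each of the 99 other splits called at least 1 set (median 7, highest 10), and 19 of the 100 splits called as many sets as the split by treatment. A camera p-value as small was reached in 1 split for the amino acid response and for the G2 and M phase set, in 2 for oxidative phosphorylation, in 4 for S phase, in 8 for ribosomal proteins, in 9 for protein folding, in 14 for interferon response, in 20 for myoblast and progenitor markers, in 37 for muscle contraction, in 66 for fibroblast matrix, in 68 for NF-κB targets and in 94 for PPARα targets. By camera's p-value, 5% or more of the splits matched the treatment for ribosomal proteins, protein folding, interferon response and muscle contraction. The exact permutation test of the set score, over all 924 assignments, separated the groups for protein folding (p = 0.00216), ribosomal proteins (p = 0.00433) and interferon response (p = 0.0173), and not for muscle contraction (p = 0.191). The count of splits therefore bears on the preset correlation of camera, and does not by itself set these shifts aside.

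Interferon response genes were higher in PEA, with a median log2 fold change of 0.76 (0.95 under limma-voom). Against technical explanations, the median was 0.902 after removal of the trend of each library with exon length and GC content in limma-voom, and 0.766 after thinning to the smallest library. The share of uniquely aligned read pairs, which was higher in PEA, stays open. With this share as a covariate the median fell to 0.308, 40.3% of its value, and the set was no longer called by fry (adjusted p = 0.307). The share follows the treatment in part (squared correlation 0.356), and it may be a consequence of expression as well as a cause. With each pair of CON libraries left out in turn, the exact permutation p of the set score stayed below 0.05 in 14 of 15 fits and reached 0.0619 without replicates 3 and 6, where the median was 0.40. With pairs of PEA libraries left out, it reached 0.114, and 6 of 15 fits gave 0.05 or more. With 4 libraries in a group, a difference carried by the lowest CON libraries cannot be told apart from one of the treatment, because leaving out PEA libraries weakens the test as well. An effect of PEA on these genes stays open.

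Cell division genes were higher in PEA although the myotubes were treated late in differentiation. The median log2 fold change of the S-phase set was 0.307 after removal of the trend with exon length and GC content, against 0.35 before it in limma-voom, and 0.398 with the share of uniquely aligned read pairs as a covariate. With each pair of CON libraries left out in turn, the median was at lowest 0.273, against 0.34 with all libraries. These values argue against each of these technical explanations. A larger share of undifferentiated myoblasts in PEA would raise myoblast markers, provided that the added cells carried them. As a set the markers were not higher, with 7 of 20 higher and a median log2 fold change of -0.08. This argues against a larger share of cells that carry them. The S-phase score minus the marker score was higher in PEA by 0.41 (exact permutation test, p = 0.00216). All 6 PEA libraries lay above every CON library in it. The S-phase score alone separated the groups, so the difference of the scores cannot exclude more cycling cells with few of these markers. Muscle contraction genes were lower for 43 of 51 members, without a call by fry (adjusted p = 0.198). A candidate explanation is a change in the cycling of cells already present, which these data do not resolve by cell.

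Oxidative phosphorylation genes were lower in PEA. Their median log2 fold change was -0.202 after removal of the trend with exon length and GC content, against -0.16 before it in limma-voom (-0.21 and -0.18 for ribosomal proteins), and -0.102 with the share of uniquely aligned read pairs as a covariate, where fry still called the set (adjusted p = 0.0337). For the ribosomal protein genes the median with the covariate was -0.0997, or 55.5% of its value, and fry did not call the set (0.124), so for these genes an effect of the treatment and a difference in the share of unique pairs cannot be told apart with 12 libraries. Protein folding genes, higher in PEA, had a median of 0.0694 after removal of the trend with exon length and GC content, against 0.12 before it, and fry no longer called the set (adjusted p = 0.0573), so this trend stays open for them.

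With the share of unique pairs as a covariate, 230 genes were called over all genes tested, of which 218 were also called without it, and 1963 had an unadjusted p-value below 0.05 against 3601 without it.

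The share of unique pairs was compared with the PC1 score within each group, as 1 of 10 such relations over 5 library measures. In PEA, Pearson's r was 0.85 (permutation p = 0.0333) and Spearman's rho 0.71 (permutation p = 0.136), and r was 0.90 without the 2 libraries farthest from the median share. In CON, r was 0.74 (permutation p = 0.103) and rho 0.66 (permutation p = 0.175), and r was -0.15 without the 2 farthest libraries, so that the relation in CON rests on those. Both adjusted p-values were 0.323 over the 10 relations.

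The CON libraries differed from each other along the direction that separates CON from PEA. Within CON, component 1 held 36.3% of the variance, with CON replicate 2 at 27.3 and replicate 3 at -29.6. The within-group sum of squares of CON was 1.48 times that of PEA. In 10 of 100 groupings of the deviations of the libraries from their group means, the actual one included, component 1 of a group correlated as strongly with the difference between the groups (correlation 0.44, against a median of 0.18 in the other groupings), so an arbitrary grouping is not excluded and the alignment stays undecided. This test replaced one written earlier that could not decide.

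Angptl4, Cpt1a and Pdk4 were higher in PEA without overlap between the groups. A rise of PPARα target genes as a set could account for this, but the other 27 members of the list had a median log2 fold change of -0.03, with 10 higher and 17 lower, and the exact permutation test of their score gave p = 0.604. Of these members, 1 was called as higher and 3 as lower, and a score near 0 over members that go both ways does not decide between a rise of part of the PPARα targets and regulation of these genes through another route, and these cannot be told apart here.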
